# Branched-chain amino acid catabolism is a conserved regulator of physiological ageing

**DOI:** 10.1038/ncomms10043

**Published:** 2015-12-01

**Authors:** Johannes Mansfeld, Nadine Urban, Steffen Priebe, Marco Groth, Christiane Frahm, Nils Hartmann, Juliane Gebauer, Meenakshi Ravichandran, Anne Dommaschk, Sebastian Schmeisser, Doreen Kuhlow, Shamci Monajembashi, Sibylle Bremer-Streck, Peter Hemmerich, Michael Kiehntopf, Nicola Zamboni, Christoph Englert, Reinhard Guthke, Christoph Kaleta, Matthias Platzer, Jürgen Sühnel, Otto W. Witte, Kim Zarse, Michael Ristow

## Abstract

Ageing has been defined as a global decline in physiological function depending on both environmental and genetic factors. Here we identify gene transcripts that are similarly regulated during physiological ageing in nematodes, zebrafish and mice. We observe the strongest extension of lifespan when impairing expression of the branched-chain amino acid transferase-1 (*bcat-1*) gene in *C. elegans*, which leads to excessive levels of branched-chain amino acids (BCAAs). We further show that BCAAs reduce a LET-363/mTOR-dependent neuro-endocrine signal, which we identify as DAF-7/TGFβ, and that impacts lifespan depending on its related receptors, DAF-1 and DAF-4, as well as ultimately on DAF-16/FoxO and HSF-1 in a cell-non-autonomous manner. The transcription factor HLH-15 controls and epistatically synergizes with BCAT-1 to modulate physiological ageing. Lastly and consistent with previous findings in rodents, nutritional supplementation of BCAAs extends nematodal lifespan. Taken together, BCAAs act as periphery-derived metabokines that induce a central neuro-endocrine response, culminating in extended healthspan.

## Abstract (web summary)

Organismal ageing is driven by conserved biological processes. Here the authors build on a comparative RNA-seq analysis in three model organisms to demonstrate that the gene, *bcat-1*, which catalyses the degradation of branched-chain amino acids, regulates lifespan in worms.

While the process of ageing has been fascinated humankind for several thousands of years, interventions that reproducibly delay physical decline have first been described less than a century ago^1^,^2^. With the rise of genetic methods, specific pathways that control the process of ageing have been identified and analysed, giving rise to novel approaches to improve quality of life at higher age^3^,^4^.

The first systematic studies to identify random mutations associated with longevity were performed in the model organisms *Caenorhabditis elegans*^2^. Subsequently, other organisms including *Saccharomyces cerevisiae*, *Drosophila melanogaster*, rodents and more recently several fish models were employed to dissect genetic pathways linked to physiological ageing. The best-studied one is the insulin/IGF-1 signalling pathway that has been identified in *C. elegans* to extend lifespan^5^,^6^. This role has then been extended to other organisms including *Drosophila*^7^,^8^ and rodents^9^,^10^,^11^. Given its evidently conserved nature, it was anticipated and subsequently confirmed that this pathway may impact human longevity as well^12^,^13^,^14^. While this and few other signalling pathways mediated by AMP-activated protein kinase (AMPK)^15^, mammalian target of rapamycin (mTOR)^16^,^17^, sirtuins^18^ or reactive oxygen species^19^,^20^ are evolutionary conserved, multiple others appear restricted to individual model organisms with little or no impact to mammals nor humans.

Concomitantly, unbiased screening approaches to identify ageing-associated genes and pathways have been performed for single model organisms indicating that ∼1 per cent of coding genes may impact the lifespan of nematodes^21^,^22^. Subsequently and to identify conserved pathways that may apply to several species, two invertebrate model organisms have been compared^23^, and genes identified in *S. cerevisiae* have been, at least in part, found to be conserved in *C. elegans*^24^.

We here have extended these approaches by comparing ageing-related gene expression patterns in three different organisms, namely *C. elegans*, zebrafish and mice, to identify ageing-related regulations of gene expression levels. We identify a crucial step for the catabolism of branched-chain amino acids (BCAAs), encoded by a gene named branched-chain amino acid transferase 1 (*bcat-1*) to be consistently regulated in three different organisms, and dissect the signalling role of BCAAs in *C. elegans* to promote increased healthspan.

## Results

### Identification of ageing-related genes in three species

We have studied three well-established model organisms, the invertebrate nematode *C. elegans*, the vertebrate fish *Danio rerio* and the mammalian *Mus musculus* strain C57BL/6J, to identify genes that are similarly regulated on a transcriptional level during physiological ageing. We obtained skin samples from individual zebrafish and mice, as well as pellets containing ∼2,000 *C. elegans* Bristol N2, at three different ages (see Fig. 1 for details). 

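The zebrafish were male fish of the TüAB strain, and their skin gave 9 libraries at 5 months, 6 at 24 months and 5 at 42 months. The mice were male C57BL/6J animals, and hairless abdominal skin gave 5 libraries at 2 months, 6 at 15 months and 4 at 30 months. The paper states that the samples came from individual zebrafish and mice, and each library was treated as a separate animal here. These numbers are those of the deposited libraries. The paper's Methods name 12, 12 and 6 zebrafish at the same ages, and its Fig. 1 shows 6 replicates per age. Mouse libraries were made with the TruSeq kit and sequenced as 50 bp single reads, 4 samples per lane. Zebrafish libraries were made with the mRNA-Seq kit and sequenced as 76 bp single reads, 1 library per lane. The labels of the libraries give no lane and no date, so no batch could be set apart. The serial numbers in the labels run largely in blocks by age, so a batch that follows them would largely coincide with age. The authors aligned the reads with Bowtie to the genome and to splice sites made from the RefSeq annotation of UCSC, and counted the uniquely mapped reads of each gene. The paper's text names neither the genome builds nor the software versions of this step. For each gene symbol the authors deposited the count and the RPKM (reads per kilobase of transcript, scaled to the depth of the library), for 21973 genes in mouse and 14085 in zebrafish. The counts carried no normalization. In mouse, 1515 of the 18134 genes with a count in at least 10 libraries had counts that were all multiples of one whole number above 1, against 57 of 13123 genes in zebrafish.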

RNA was extracted from these samples and subjected to Illumina next-generation sequencing (RNA-seq). About 13–82 million reads were obtained for each individual sample (Supplementary Data 1,2,3). 

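The deposited counts, which hold only reads assigned to genes, summed to between 7078495 and 24453102 per zebrafish library and to between 32321939 and 64518413 per mouse library. In zebrafish the median total was 17645447 at 5 months (range 13808635 to 24453102, n = 9), 14566170.5 at 24 months (7078495 to 16405613, n = 6) and 20707808 at 42 months (15211815 to 22404654, n = 5). In mouse it was 41401443 at 2 months (33671301 to 47828125, n = 5), 37769276 at 15 months (32321939 to 62789517, n = 6) and 50244543 at 30 months (44438761 to 64518413, n = 4). Libraries of 30-month mice were deeper than those of 2-month mice (two-sided exact permutation test, p = 0.0238), and libraries of 24-month zebrafish were shallower than those at 5 months (p = 0.0366, exact permutation test) and at 42 months (p = 0.0152, exact permutation test). Genes with too few counts were removed with edgeR's filterByExpr, which left 12162 zebrafish and 16706 mouse genes. Library sizes were adjusted with edgeR's TMM factors, and 1 quasi-likelihood model per species was fitted over the 3 ages, with a gene called at a Benjamini-Hochberg adjusted p under 0.05. On simulated counts with the depth and spread of these libraries and 200 changed genes, this test recovered 84.5% of the changed genes with 6 false calls for 30 against 2 months in mouse (16689 genes), and 88% with 12 false calls for 42 against 5 months in zebrafish (12138 genes). The changed genes were drawn from those above the median level and changed at least 2-fold. These shares therefore do not cover genes with low counts or smaller changes.

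**Figure D1:**
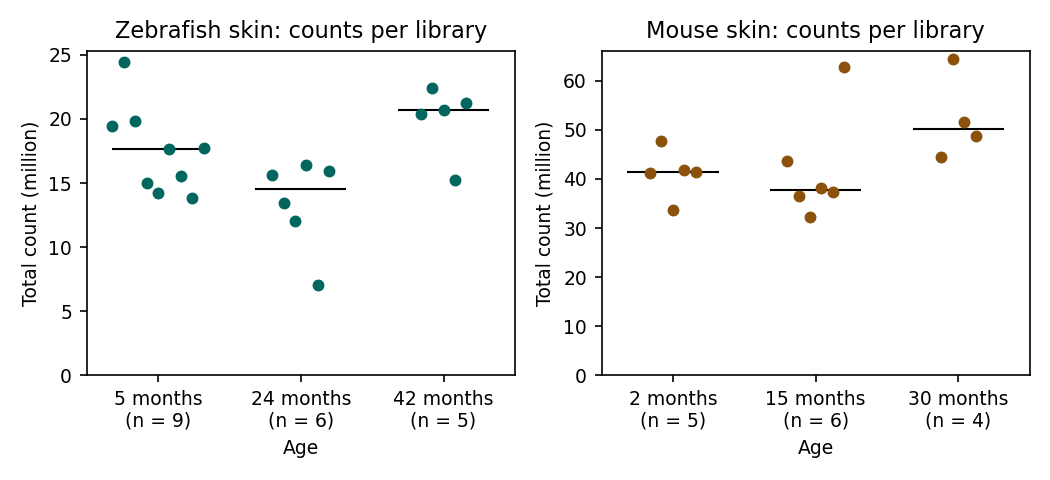
Total count of each library (y axis) by age (x axis) for zebrafish and mouse skin. Each point is 1 library and each line is the median of its age, and the totals lie between 7078495 and 24453102 in zebrafish and between 32321939 and 64518413 in mouse.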

Data analysis had to be restricted to genes for which orthologs could be identified in all three species (*C. elegans*: 4,850; *D. rerio*: 6,064; *M. musculus*: 5,904; Fig. 1). Those with transcript levels showing statistically significant differences by both DESeq and edgeR at least between two time points or by the baySeq test over the three time points were regarded as differentially expressed genes (DEG; *C. elegans*: 3,608; *D. rerio*: 1,721; *M. musculus*: 339; Supplementary Data 1,2,3). 

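Without the restriction to orthologs, which could not be repeated from the deposited files, 5162 zebrafish genes and 1255 mouse genes were called between at least 2 ages by edgeR's quasi-likelihood test. In zebrafish, 3535 genes were called for 24 against 5 months (1739 higher and 1796 lower at the older age), 2908 for 42 against 5 months (1336 higher, 1572 lower) and 1428 for 42 against 24 months (556 higher, 872 lower). In mouse, 87 genes were called for 15 against 2 months (43 higher, 44 lower), 1211 for 30 against 2 months (682 higher, 529 lower) and 189 for 30 against 15 months (151 higher, 38 lower). The mouse total moved most between 270 genes, with the replicate number as a block, and 2577 genes with DESeq2, and the zebrafish total fell to 1810 genes when a fold change of at least 2 was also asked for. The share of rising genes in zebrafish depended on the scaling. For 42 against 24 months it was 38.9% with TMM factors and 72.8% with library totals alone, which shifted the median log2 fold change of all genes from 0.01 to 0.18. Of the genes in the study's own lists of differentially expressed genes, 1549 of 1721 zebrafish genes and 109 of 339 mouse genes were called.

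**Figure D2:**
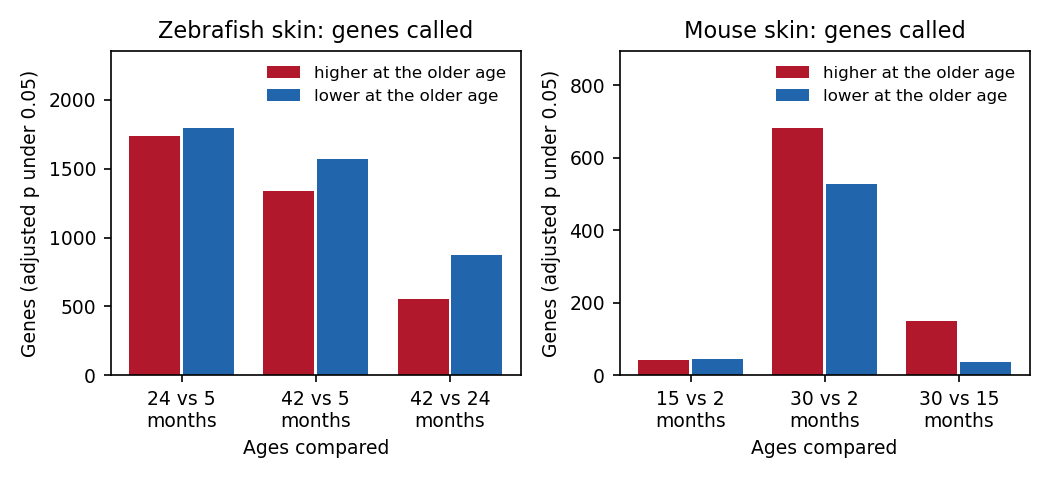
Number of genes called at an adjusted p under 0.05 (y axis) in each pair of ages (x axis) for zebrafish and mouse skin, with genes higher and lower at the older age as separate bars. The tallest pair of bars stands at 24 against 5 months in zebrafish (1739 and 1796 genes) and at 30 against 2 months in mouse (682 and 529 genes), and the zebrafish shares change with the scaling.

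Of the called genes, 943 in zebrafish and 1056 in mouse had no overlap in RPKM between the youngest and the oldest animals. For genes not selected by a call, chance gives this in 0.0999% of zebrafish genes and 1.587% of mouse genes. Calling favours separated groups, so the 2 counts cannot be held against these rates. The called genes without overlap that had the largest fitted changes are given here. In 30-month mice the largest rises were in Mat1a (1.55 ± 0.730 RPKM, SD, n = 4), Fga (5.45 ± 3.23), Tat (1.17 ± 0.696), Ces1c (1.35 ± 0.709) and Fgb (6.52 ± 3.12). In 2-month mice Fga and Fgb had means of 0.006 and 0.008 RPKM, and Mat1a, Tat and Ces1c had no counts in any of the 5 libraries. Against 3 counts over the 2-month group, Mat1a was at least 288-fold higher, Tat at least 159-fold higher and Ces1c at least 143-fold higher. Tat was not called without 30-month replicate 3 (adjusted p = 0.0586, edgeR) or without 2-month replicate 5 (adjusted p = 0.0594, edgeR). Fga, Tat and Fgb belong to a list of 27 liver genes that rose together in these mice. RNA from liver tissue in some samples is a candidate explanation for the rise of that list, and a rise in the skin itself stays open. Mat1a and Ces1c are not in the list, so they were not tested as part of it, and the same explanation stays open for them. The largest falls were in Gal (log2 fold change −4.81, standard error 0.686, adjusted p = 0.00219), Mirg (−4.28), Col1a1 (−3.98), Mir410 (−3.65) and Rian (−3.53). In zebrafish at 42 months the largest rises were in ostf1 (log2 fold change 6.11, standard error 0.973, adjusted p = 1.69e-04 by edgeR), LOC795504 (4.96), si:busm1-160c18.6 (4.39), LOC100002020 (4.34) and zgc:171266 (4.31). Without 5-month replicate 3 the value of si:busm1-160c18.6 was 7.15. The largest falls were in zgc:171500 (−9.26), pitx1 (−6.21), zgc:163030 (−5.42), scpp7 (−4.70) and pvalb1 (−4.36). With 1 fish left out, pitx1 passed the filter on low counts in 12 of 20 fits, and the exact permutation test of its RPKM gave p = 0.110.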

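The courses were recomputed for zebrafish and mouse from the mean RPKM of each age, for the 1721 zebrafish and 339 mouse genes in the study's lists of differentially expressed genes. The C. elegans genes were not analysed here, so the clusters rest on 2 of the 3 species. Each gene's 3 means were scaled to z-scores and grouped by fuzzy c-means with exponent 2 into 6 clusters, keeping the best of 20 starts. A course was counted as rising or falling when its centre changed by more than 1 z-score unit from the youngest to the oldest age. The centres of 2 courses rose (by 1.79 and 1.42), those of 3 courses fell (by −1.09, −1.82 and −1.82), and the centre of the remaining course peaked at the middle age. One of the falling courses, with a change of −1.09, was lowest at the middle age and so stood close to the limit. The rising courses held 472 zebrafish and 165 mouse genes, and the falling courses 941 zebrafish and 149 mouse genes. With group medians in place of means, the mouse genes in falling courses dropped to 73. With 4 clusters, the zebrafish genes in rising courses dropped to 294. These genes were selected by the study on the same libraries, so their change with age is not independent of that selection. Of the 149 mouse genes in the falling courses computed here, 147 could be tested. Of these 147, 86 varied between mice of the same age together with a list of hair follicle genes (r above 0.8), compared with 11.3% of all 16706 genes tested. Of the 529 genes called here as falling from 2 to 30 months, 11 did so (2.08%), and of the 682 called as rising 0. The test weighs a change against the spread within ages, so genes that vary this much between mice of the same age are seldom called. The low shares among the genes called here therefore do not speak for or against a part of hair in the falling courses. The share among the study's genes in the falling courses computed here (58.5%) was above that of all genes, which goes with a part of hair there. This share alone does not set hair apart from age.

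**Figure D3:**
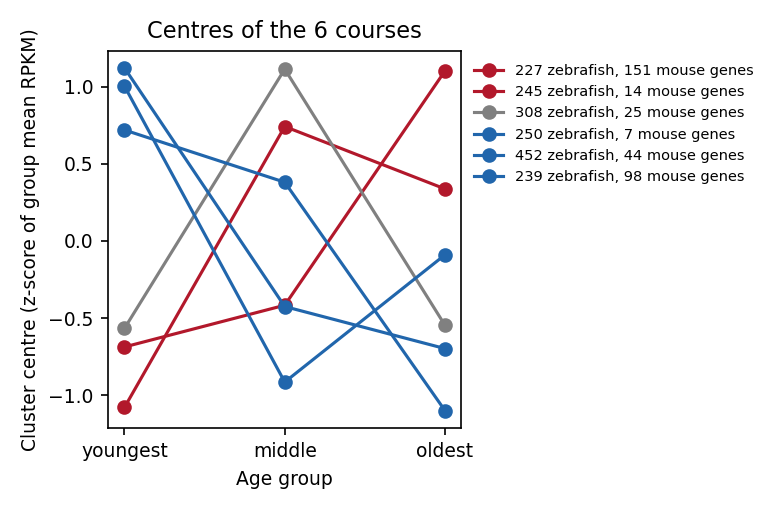
Centres of the 6 clusters (y axis, z-score of the group mean RPKM) at the youngest, middle and oldest age (x axis). Rising courses are red, falling courses blue and the remaining course grey, and the legend gives the number of genes of each species, from 239 to 452 zebrafish genes in the falling courses.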

All DEGs were combined and the expression profiles optimally clustered into six courses, two of which each showed global up- or downregulation with ageing, respectively (Fig. 2 and Supplementary Fig. 1). 

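The 29 genes of Supplementary Table 1 were tested one by one in mouse skin, 30 against 2 months. All 29 changed in the direction the study states, and 8 of them were called over all 16706 genes tested by edgeR. The called falling genes were Sparc (log2 fold change −3.02, standard error 0.405, adjusted p = 0.00145), Bcat1 (−2.32), Rcn3 (−1.48, adjusted p = 0.0100) and Tuba8 (−0.84, adjusted p = 0.0168). Sparc fell from 1668 ± 466 RPKM (SD, n = 5) to 213.5 ± 132 (SD, n = 4). The other falling genes, Acta1, Actc1, Ccnb1, Eln, Gcat, Lmnb1, Nme1, Plk1, Prss53, Scd3, Srm and Tagln3, were not called, and their log2 fold changes lay between −2.38 (Tagln3) and −0.37 (Acta1). For 7 of them (Ccnb1, Gcat, Lmnb1, Nme1, Plk1, Prss53 and Tagln3) the values of mice of the same age followed a list of hair follicle genes with r above 0.8. With voom and quality weights, Prss53 changed direction (log2 fold change 0.13). The called rising genes were Casp1 (log2 fold change 0.83, standard error 0.0909, adjusted p = 4.63e-04), Fbxo32 (2.42, adjusted p = 0.0379), Ptpn22 (2.01, adjusted p = 0.0277) and Foxp2 (1.32, adjusted p = 0.0156). Casp1 rose from 18.7 ± 1.75 RPKM (SD, n = 5) to 34.7 ± 3.53 (SD, n = 4), with every 30-month mouse above every 2-month mouse (two-sided exact permutation test, p = 0.00794). Abcc2, Casp4, Clmn, Gabarapl1, Gyg, Mylk2, Ovgp1, Slc6a4 and Zranb1 rose without being called, by 0.41 (Zranb1) to 1.57 (Abcc2). The calls of Fbxo32, Foxp2 and Ptpn22 were lost without 30-month replicate 3, that of Foxp2 narrowly. Without it their log2 fold changes were 0.64 (adjusted p = 0.211), 1.06 (adjusted p = 0.0510) and 1.20 (adjusted p = 0.118, edgeR), and 5 of the 29 genes were called. Adjusted over the list alone, 19 genes passed the threshold (8 falling, 11 rising). Since the study chose the list on these same libraries, this count is not independent evidence. The same holds for the 8 calls over all genes and for the direction of the 29 genes.

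**Figure D4:**
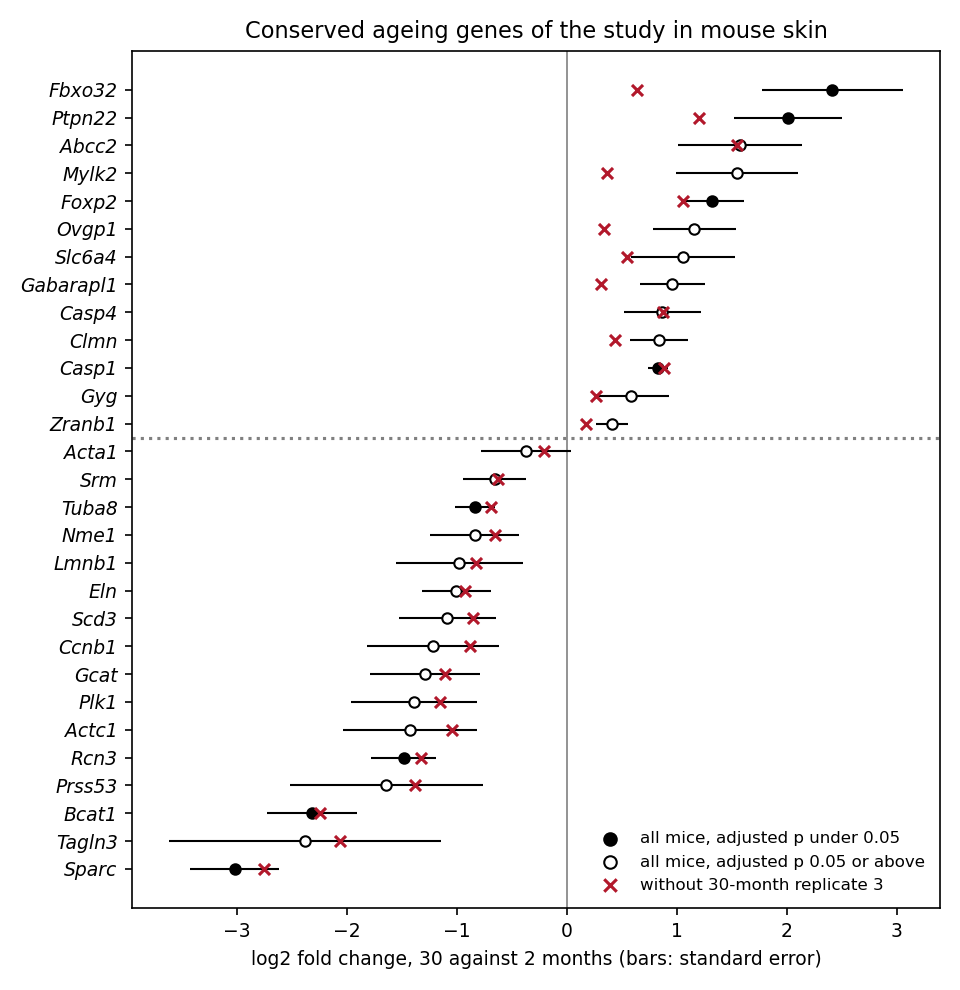
Log2 fold change (x axis, 30 against 2 months, bars are standard errors) of the 29 genes (y axis) in mouse skin with all mice (circles, filled at an adjusted p under 0.05) and without 30-month replicate 3 (crosses). The crosses stand far from the circles for Fbxo32 (0.64 against 2.42) and Mylk2 (0.37 against 1.55), and all 29 genes keep their direction.

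For zebrafish, 21 genes of the study's list carried the symbol of one of these genes, with or without a suffix such as a, b or l, and stand for 20 of the 29 symbols. No table of orthologs was used. All 21 changed in the stated direction for 42 against 5 months, and 19 were called over the 12162 genes tested. The study chose these genes on these same libraries, so neither the directions nor the number of calls is independent evidence. The largest falls were in rcn3 (log2 fold change −2.39, standard error 0.285, adjusted p = 8.93e-06 by edgeR) and sparc (−2.13), and the largest rises in fbxo32 (1.94, standard error 0.328, adjusted p = 2.78e-04 by edgeR) and abcc2 (1.41). The 2 genes not called were tagln3b (−1.04, adjusted p = 0.0643, edgeR) and foxp2 (0.54, adjusted p = 0.215, edgeR). With a fold change of at least 2 also asked for, 10 of the 21 were called. Leaving out single fish took away the calls of acta1b, actc1b, ccnb1, srm and slc6a4a, and the call of ccnb1 was lost without any 1 of 7 fish. Reads of acta1a, acta1b and actc1b may be shared between these paralogs, since how the authors treated paralogs is stated only as unique mapping.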

We identified 13 genes to be upregulated during ageing in all three species, while 16 genes were found to be downregulated (Fig. 2).

### RNAi-based validation of ageing-related genes in *C. elegans*

All of these 29 genes and 12 additionally predicted paralogs (Supplementary Table 1) were individually targeted by feeding respective RNA interference (RNAi) to young adult worms, revealing that 30 out of 41 genes (73%) have an individual effect on life expectancy in worms (Table 1, Figs 3, 4, 5, 6 and Supplementary Table 2).

Out of these 41 genes, interference with 12 genes did extend mean lifespan by 5% or more (Table 1 and Supplementary Table 2). The most pronounced extension of lifespan was observed when applying RNAi against a crucial step for the catabolism of BCAAs, encoded by a gene named *bcat-1*.

### Impaired *bcat-1* expression extends *C. elegans* lifespan

Applying RNAi against *bcat-1* did abolish expression of the gene (Fig. 7a) and extended mean lifespan by 25% and maximum lifespan by 19%, reflecting the strongest effect of all genes identified (Fig. 7b, Figs 3, 4, 5, 6 and Supplementary Table 2). We next reanalysed our RNA samples using quantitative PCR (qPCR) to validate the RNA-seq results, and confirmed the downregulation of *bcat-1* transcript levels during physiological ageing in all three species (Fig. 7c). 

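Mouse Bcat1 encodes the cytosolic branched-chain amino acid transaminase and lies on the minus strand of chromosome 6 from 144993835 to 145076184 (GRCm38, GENCODE M21). This annotation may differ from the one the authors used, which the text does not name. Its level was 1.17 ± 0.339 RPKM (SD, n = 5 mice) at 2 months, 0.455 ± 0.228 (SD, n = 6) at 15 months and 0.248 ± 0.124 (SD, n = 4) at 30 months, or 0.390 and 0.212 of the 2-month mean. The deposited counts behind these values lay between 86 and 860 per mouse. They may hold some reads more than once, if reads were added once per annotated transcript. The log2 fold change was −2.32 for 30 against 2 months (standard error 0.411, adjusted p = 0.00559, edgeR's quasi-likelihood test), and every 30-month mouse was below every 2-month mouse (two-sided exact permutation test of the RPKM, p = 0.0159). With each mouse left out in turn it stayed between −2.69 and −2.14. For 15 against 2 months it was −1.41 (standard error 0.346), which did not pass the threshold over all genes (adjusted p = 0.0962 by edgeR) while the exact permutation test of this single gene gave p = 0.00649. DESeq2 called this difference (−1.42, adjusted p = 0.00484), and over the alternatives tried on all mice its adjusted p lay between 0.00460 and 0.428. Without 15-month replicate 4 it was −1.72 and was called (adjusted p = 0.0342, edgeR). Between 15 and 30 months the fall of −0.91 was not called (adjusted p = 0.233, edgeR). Zebrafish bcat1 stood at 2.06 ± 1.91 RPKM (SD, n = 9 fish) at 5 months, 0.483 ± 0.295 (SD, n = 6) at 24 months and 0.472 ± 0.158 (SD, n = 5) at 42 months, or 0.234 and 0.229 of the 5-month mean. These values rest on 10 to 264 reads per fish. The spread at 5 months was wide, from 0.31 to 6.53 RPKM, and 5-month replicate 8 alone held the highest value. The log2 fold change was −2.14 for 24 against 5 months (standard error 0.542, adjusted p = 0.00517, edgeR) and −2.11 for 42 against 5 months (standard error 0.570, adjusted p = 0.0102, edgeR). Without 5-month replicate 8 the 2 values were −1.73 and −1.68 and were still called. The exact permutation tests of the RPKM gave p = 0.0378 and p = 0.0659. From 24 to 42 months bcat1 did not change (0.03, adjusted p = 0.981, edgeR).

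**Figure D5:**
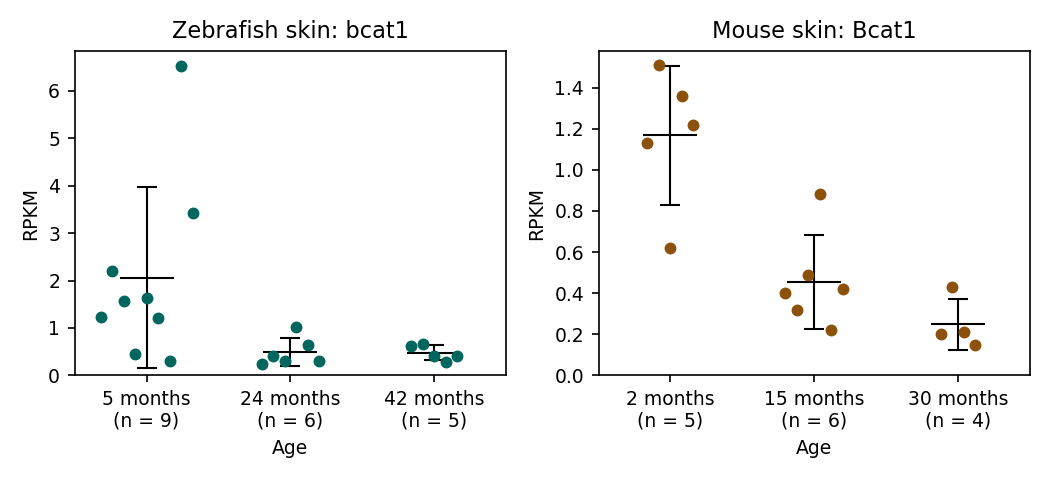
RPKM (y axis) of bcat1 in zebrafish skin and of Bcat1 in mouse skin by age (x axis). Each point is 1 animal and the bars are mean and SD, and the 5-month fish spread from 0.31 to 6.53 RPKM while the 30-month mice lie between 0.15 and 0.43 RPKM.

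From the lower levels at the older ages in Fig. 7c, the paper states that the transcript falls during physiological ageing, and, taking this together with its pathway analysis in C. elegans and with published metabolomics, it proposes that ageing organisms may lower the expression of this gene, potentially to counteract ageing. The qPCR values of Fig. 7c were not analysed here.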

Additional support for the important role of BCAT-1 during ageing comes from an analysis of differentially regulated metabolic pathways during ageing in *C. elegans*, in which we found that the degradation of BCAAs, whose first step is catalysed by BCAT-1, was the most significantly downregulated pathway (26 out of 29 BCAA-metabolizing reaction steps, Supplementary Table 3). Moreover, published metabolomics-based evidence suggest that BCAAs are upregulated in long-lived *daf-2* nematodes in a *daf-16*-dependent manner ‘making them strong candidates for being causally involved in longevity'^25^ while a putative role of *bcat-1* has not been analysed in this regard. Taken together these findings suggest that *bcat-1* expression may promote ageing, and that ageing organisms may endogenously downregulate this gene, potentially to counteract ageing across species.

We next applied RNA-seq to nematodes exposed to *bcat-1* RNAi for 5 days, and analysed the number of genes consistently regulated during physiological ageing (Fig. 2) as well as in the state of *bcat-1* impairment. We found that physiological ageing and *bcat-1* impairment affects DEGs similarly where 45.8% (physiological ageing) and 54% (*bcat-1* RNAi) of the respective DEGs overlapped (Fig. 7d). Moreover, we found that physiological ageing and *bcat-1* RNAi up- or downregulate the same DEGs, respectively: while 1700 DEGs were up- and 1378 DEGs were downregulated in the same direction, only 619 and 822 DEGs were regulated in an opposing manner (Fig. 7e), respectively. Lastly, statistical analysis revealed a highly significant (MonteCarlo, *P*=0.00099) correlation between DEGs of normal ageing versus *bcat-1* RNAi, suggesting a global functional relevance of BCAT-1 for the process of physiological ageing.

### Impairing *bcat-1* expression promotes *C. elegans* healthspan

We next aimed at quantifying a number of ageing-associated parameters, including the accumulation of previously established ageing pigments^26^, which was observed to be reduced in 13-days-old nematodes exposed to *bcat-1* RNAi (Fig. 7f). While interventions to extend lifespan typically reduce fecundity, we did not observe such effect of *bcat-1* RNAI treatment (Fig. 7g and Supplementary Fig. 2a). In addition, we quantified maximum movement speed of nematodes and found impairment of *bcat-1* expression to increase this parameter (Fig. 7h). Hence, reduced *bcat-1* expression extends lifespan without affecting fecundity, reduces ageing pigments and promotes physical activity, consistent with increased health.

### Impairing *bcat-1* expression increases BCAAs

We next questioned whether blocking *bcat-1* expression would affect accumulation of its substrates, namely L-leucine, L-isoleucine and L-valine. Consistent with the biochemical role of the enzyme BCAT-1, all three BCAAs were found to be increased by 158% or more (L-val+167%, L-ile +158%, L-leu +225%), while L-alanine, L-glutamine and L-glutamate were found to be slightly decreased (Fig. 7i), possibly resembling anaplerotic refuelling of the Krebs cycle, while other amino acids remained unchanged (Supplementary Fig. 2b). The increase in BCAAs was independently confirmed using mass spectrometry-based metabolomics (Fig. 7j). The latter methodology in addition indicated a metabolic shift in *bcat-1*-impaired worms (Supplementary Data 4), further corroborated by RNA-seq pathway analysis of such nematodes (upregulated: neuro-active ligand-receptor interaction (cel04080); downregulated: TGFβ signalling pathway (cel04350), oxidative phosphorylation (cel00190), BCAA degradation (cel00280)), both in comparison with wild-type controls, at an age of 5 days.

### Increasing BCAA levels promotes *C. elegans* longevity

Based on the findings on increased BCAA levels (Fig. 7i,j), we then exposed wild-type N2 nematodes to the BCAA L-leucine at a concentration of 5 mM, while L-alanine served as a control. While L-alanine had no effect on *C. elegans* lifespan, L-leucine did promote longevity (Fig. 8a, Supplementary Table 4, applies to all subsequent lifespan analyses) however to a lesser extent than *bcat-1* RNAi (Fig. 7b). Similar results were obtained for the remaining BCAAs, namely L-isoleucine (Supplementary Fig. 2c) and L-valine (Supplementary Fig. 2d). These findings suggest that impaired *bcat-1* expression may promote lifespan, at least in part, by increasing organismal levels of different BCAAs.

We next tested whether and to which extent known transcriptional executers of lifespan-extending interventions may contribute to the phenotype by performing epistasis experiments. While the NRF2/SKN-1 pathway appears dispensable for the *bcat-1* RNAi- as well as the L-leucine-mediated lifespan extension (Supplementary Fig. 2e,f), both FoxO/Dauer formation 16 (DAF-16) and heat-shock factor 1 (HSF-1) appear to be epistatically relevant, since impairment of *hsf-1* abolished lifespan extension (Fig. 8b, Supplementary Fig. 2g ), and impaired *daf-16* expression reduced it almost completely (Fig. 8c and Supplementary Fig. 2h). Moreover, application of *bcat-1* RNAi to nematodes increases phosphorylation of the *C. elegans* equivalent of the murine Ser326 residue of HSF-1 (Supplementary Fig. 2i–l).

### *Bcat-1*-mediated longevity depends on mTOR activation

Quantifying individual amino acid concentrations following *bcat-1* impairment (Fig. 7i) also indicated a global increase (+38.4%) in organismal free amino acids. Increased levels of amino acids activate the mTOR pathway, or its *C. elegans* ortholog *let-363*, respectively. Inhibition of this pathway is known to extend lifespan in different species^17^, being in apparent conflict with our current findings (Figs 7b and 8a, Supplementary Fig. 2c,d). We therefore repeated the experiments depicted in Fig. 7b in the presence of the mTOR-inhibitor rapamycin and the respective solvent control. As previously observed^27^, rapamycin extended lifespan of *C. elegans* (Fig. 8d). Interestingly, the effect of *bcat-1* on lifespan was reduced by chemically inhibiting LET-363 to the same extent as lifespan was increased by rapamycin alone (Fig. 8d). This unexpectedly indicates that *bcat-1* disruption acts lifespan-extending in a *let-363*-dependent manner (Fig. 8d) paralleled by increased BCAAs and global amino acid levels (Fig. 7i,j).

### Neuronal mTOR signalling transduces *bcat-1* impairment

Treatment with RNAi is known to affect all tissues of the wild-type Bristol N2 strain except for neurons, while small molecule-based compounds like rapamycin also act on this latter cell type. This together with the findings summarized above raised the hypothesis that non-neuronal *bcat-1* interference would generate a cell-non-autonomous small-molecule signal that exerts its lifespan-extending effects in the neuronal compartment in a *let-363*-dependent manner. To test this, we used the *C. elegans* TU3311 strain known to respond to RNAi feeding by preferentially impairing expression of the corresponding gene in neurons only^28^. Impairing expression of *let-363* in neurons only had no effect on *C. elegans* lifespan (Fig. 8e), while the effect of reducing *bcat-1* in neurons had a strongly reduced, albeit still detectable effect (Fig. 8e). Interestingly, impairing expression of both *bcat-1* and *let-363* in neurons in parallel almost completely abolished the effect of *bcat-1* RNAi on lifespan (Fig. 8e). Given the fact that mTOR transduces availability of anabolic substrates and specifically the BCAA L-leucine in the murine hypothalamus^16^,^29^, we next analysed a possible involvement of the nematodal ASI neurons which are considered the hypothalamus equivalent in *C. elegans*. To test this, we laser-ablated these two neurons in nematodes and found the effect of *bcat-1* RNAi (Fig. 8f) and L-leucine feeding (Fig. 8g) on lifespan to be abolished, while sham-treated worms still responded to the respective intervention (Supplementary Figs 3a, b). Altogether this indicates that peripheral BCAAs activate neuronal *let-363* as well as ASI neuron-specific pathways to exert a lifespan-extending response.

### Hypothalamic TGFβ signalling executes *bcat-1* impairment

Given this potentially ASI-specific response (Fig. 8d,e) as well as the RNA-seq-based pathway analysis (Fig. 7l), we next studied the nematodal paralog of mammalian TGFβ, *daf-7*, as a putative candidate to explain the BCAA-dependent activation of *let-363* in neurons, also since *daf-7* expression is restricted to ASI neurons^30^ and to the *daf-16* pathway^31^,^32^, while hypothalamic TGFβ is linked to ageing in mammals^33^. When exposing a strain with a constitutive inactivation of *daf-7*, namely *daf-7 (m62)*, to *bcat-1* RNAi no effect of this treatment was observed (Fig. 8h) opposing the effect in wild-type nematodes (Fig. 7b). This indicates that ASI-specific release of DAF-7 may execute the effect of *bcat-1* impairment on lifespan. To further support this, we epistatically tested whether the absence of known DAF-7-receptor genes, namely *daf-1* and *daf-4*, would affect *bcat-1* RNAi-mediated lifespan extension. Indeed, the impairment of either *daf-1* (Fig. 8i) or *daf-4* (Fig. 8j) expression completely inhibited the *bcat-1* RNAi effects on lifespan: while *daf-1*-mutated worms were long-lived, and so were nematodes treated with *daf-4* RNAi, addition of *bcat-1* RNAi would not extend lifespan further, indicating that *bcat-1* and *daf-1/daf-4* epistatically share a downstream pathway. Notably and since *daf-4* RNAi does not affect neurons, while *daf-7* expression is limited to ASI neurons^30^, this also indicates that this TGFβ/*daf-7* signal qualifies as a cell-non-autonomous feedback loop linking peripheral signals that activate neuronal (and potentially ASI-specific) mTOR back to the periphery.

### Overexpression of *bcat-1* impairs lifespan and fecundity

We next questioned whether overexpression of *bcat-1* would have opposing effects on lifespan, particularly in comparison to states of impaired expression, as shown above (Fig. 7b). To this purpose, we expressed a *bcat-1*-complementary DNA (cDNA) 3′-/C-terminally fused to a green fluorescent protein (GFP)-cDNA under the control of the endogenous *bcat-1* promoter. Fluorescent microphotographs indicated a reduction of BCAT-1 expression with increasing age (Fig. 9a), consistent with the gene expression levels of the endogenous *bcat-1* in wild-type worms (Fig. 7c). Importantly and opposing the findings on *bcat*-1 RNAi (Fig. 7b), overexpression of *bcat-1* shortens *C. elegans* lifespan (Fig. 9b), further supporting a regulatory role in the regulation of lifespan. Moreover, overexpression of *bcat-1* decreased fertility of nematodes (Fig. 9c) that, from an evolutionary perspective, suggests a selective advantage of low *bcat-1* expression levels, notably independent of ageing.

### HLH-15 is a transcriptional regulator of *bcat-1*

Based on the fact that reduced versus increased levels of BCAT-1 exhibit opposing effects on lifespan (Figs 7b versus 9a, [Fig f9]), we next questioned whether and how *bcat-1* expression may be systemically controlled during physiological ageing. We *in silico* analysed a 1,000 base-pair promoter fragment upstream of the *bcat-1* start codon, and identified a transcription factor named helix-loop-helix factor 15 (*hlh-15)* to (i) show the highest (*n*=3) number of binding sites within this promoter fragment and to have (ii) the highest *P*-value for binding probability (Markov Chain model, *P*=8.7e-07; Supplementary Table 5).

To confirm the *in silico* prediction that HLH-15 may control the expression of *bcat-1*, we applied RNAi against *hlh-15* to wild-type nematodes and found expression of *bcat-1* to be reduced by >50% (Fig. 9d). When analysing the RNA-seq data obtained from *C. elegans* during physiological ageing (Fig. 2), we found expression levels of *bcat-1* (Fig. 9e, Pearson *r*=−0.9964) and *hlh-15* (Fig. 9e, Pearson *r*=−0.9693) to be correlated by trend (Pearson *P*=0.0537), suggesting that HLH-15 may regulate *bcat-1* expression during physiological ageing. To lastly test this, we have performed the corresponding epistasis experiments: RNAi against *bcat-1* or against *hlh-15*, respectively, extended nematodal lifespan to the exact same extent (Fig. 9f). Co-application of both RNAis did show the same effect as each RNAi individually (Fig. 9f), altogether suggesting that HLH-15 and BCAT-1 may actively synergize in the regulation of physiological ageing (Fig. 9g).

## Discussion

Increased BCAA catabolism and specifically increased activity of the corresponding enzyme, BCAT, has been linked to various pathological states, including accelerated growth of malignant gliomas^34^, decreased sepsis survival^35^ and increased accumulation of liver fat^36^, the latter being linked to a number of metabolic diseases^37^. Consistently, systemic disruption of one *BCAT* isoform^38^, namely *BCATm*, in mice increases energy expenditure and reduces body weight^39^.

More specifically, L-leucine is capable of reducing food uptake in rodents when injected into the hypothalamus, notably depending on neuronal mTOR (refs 16, 29). By contrast, others have linked hypothalamic BCAAs to increased insulin resistance, providing a potential link to type 2 diabetes^40^,^41^. Since nematodal ASI neurons are considered the homologue of the mammalian hypothalamus^42^, and ablation of these two neurons abolishes the effect of both L-leucine (Fig. 8g) and *bcat-1* RNAi (Fig. 8f), the effect of increasing organismal L-leucine levels on lifespan (Fig. 7b,i,j) may be translatable into mammals. Indeed, feeding increased amounts of BCAAs to middle-aged mice did improve healthspan depending on induction of endothelial nitric oxide synthase^43^, an enzyme not known in *C. elegans*^44^. Moreover, other hypothalamic signals have been recently linked to the regulation of lifespan in rodents^45^,^46^, while mTOR signalling has not been tested in this regard.

Global inhibition of mTOR is generally considered to promote lifespan in different species^17^ including *C. elegans*^27^ (also confirmed by our control findings, Fig. 8d). By contrast and unexpectedly, we here find that activation of mTOR in nematodal neurons due to a peripheral BCAA signal promotes lifespan (Fig. 7e) and parameters of healthspan (Fig. 7f,h) without affecting fecundity (Fig. 7g). Exerting the BCAA signal in neurons only still exerts an effect on lifespan, however to a reduced extent (Fig. 8e). Activation of mTOR is known to induce HSF-1 (ref. 47), and the latter suppresses *daf-7* (ref. 48), consistent with our findings which link mTOR activation to suppression of *daf-7*/TGFβ signalling (Figs 7l and 8h–j). Since *daf-7* is expressed in ASI neurons only^30^, while its receptors *daf-1* and *daf-4* act in the periphery^49^, *daf-7*/TGFβ may now be considered to act cell-non-autonomous as a neuro-endocrine hormone that impairs lifespan in otherwise healthy animals in response to evolutionary conserved pathways and amino acid signals derived thereof (Fig. 9g).

## Methods

### Chemicals

All chemicals were obtained from Sigma-Aldrich (Munich, Germany) unless stated otherwise.

### *C. elegans* strains and maintenance

*C. elegans* strains used for this publication were provided by the *Caenorhabditis Genetics Center* (University of Minnesota, USA). Nematodes were grown and maintained on Nematode growth media (NGM) agar plates at 20 °C using *E. coli* OP50 bacteria as food source^50^. After plates were poured and dried, they were sealed and stored at 4 °C. Freshly prepared *E. coli* were spotted on plates on the previous evening and allowed to dry and settle overnight. For all experiments we used Bristol N2 wild-type except the following we received from CGC: EU31 *skn-1(zu135*), PS3551 *hsf-1(sy441*), CF 1038 *daf-16(mu86)*, CX3596 *kyIs128[str-3::GFP]; lin-15B(n765)*, TU3311 *uIs60[unc-119p::YFP+unc-119p::sid-1]*, SJ4100 *zcIs13[hsp-6::GFP]*, DR62 *daf-7(m62)*and DR40 *daf-1(m40).*

### Sample preparation for physiological worm ageing experiments

Freshly prepared bacteria OP50 were spotted on 10 cm NGM agar plates on the previous evening and allowed to dry and settle overnight. Synchronized, young adult worms (64 h after synchronization) were transferred to fresh plates using S-Buffer^51^. For maintaining synchronized populations in long-term experiments, worms were daily washed off the plates to 15 ml tubes, allowed to settle and washed until the supernatant was free of progeny. The clean worm pellet was transferred to freshly prepared treatment plates. Worms were pelleted and frozen at an adult age of 1, 10 and 20 days.

### RNAi-mediated gene knockdown and compound treatment

For RNAi gene knockdown experiments we applied E. coli HT115 to the worms as previously described^52^. The clones for *act-1,daf-4, cyb-2.1, ssq-1, F13A7.1, ssq-4, T25B9.1, ifa-1, ifa-3, ifb-2, ifc-2, ifd-1, ndk-1, plk-3, try-1, calu-1, fat-7, spds-1, cpn-2, tba-4, tba-6, mfb-1, lgg-1 and hlh-15* RNAi were obtained from feeding RNAi ORF library v1.1 (Thermo Fisher Scientififc, Waltham, MA, USA). The clone for *bcat-1, let-363, cht-1, ost-1, ifb-1, ifp-1, sma-1, tba-9, mod-5*, Y50C1A.1 and ZC373.4 derived from Ahringer library (Source BioScience, Nottingham, UK). The remaining clones were generated from PCR products of genomic DNA and were cloned into control vector L4440 using its EcoRV restriction site. Primer sequences are listed in Supplementary Table 6. All (that is, also commercially obtained) clones were sequenced prior use.

The bacteria were spotted on NGM plates containing additionally 1 mM isopropyl-β-D-thiogalactoside, 100 μg ml^−1^ ampicillin and, if required, 12.5 μg ml^−1^ tetracycline (all from Applichem, Darmstadt, Germany). After plates were poured and dried, they were sealed and stored at 4 °C. Freshly prepared bacteria were spotted on plates on the previous evening and allowed to dry and settle overnight. Incubations with compounds started 64 h after synchronization of the population, by washing the synchronized, young adult worms and then transferring them to the respective treatment plates using S-Buffer^51^. For maintaining synchronized populations in long-term experiments, worms were daily washed off the plates to 15 ml tubes, allowed to settle and washed until the supernatant was free of progeny. The clean worm pellet was transferred to freshly prepared treatment plates.

For compound treatments, all agar plates were prepared from the same batch of NGM agar, whereas treatment plates were supplemented with L-leucine, L-alanine (both 5 mM final concentration) or water as solvent control. Rapamycin was used in a concentration of 100 μM and dimethylsulphoxide (DMSO) served as solvent control. For all experiments with amino acid supplementation only heat-inactivated bacteria were used to avoid influences on bacterial metabolism. The bacteria were heat-inactivated for 45 min at 65 °C in a shaking incubator and resuspended and concentrated (20 × ) in S-buffer containing 5 μg ml^−1^ and 10 mM MgSO_4_. The experimental procedures are the same as described above for RNAi treatment experiments.

### Nematodal lifespan assays

All lifespan assays were performed at 20 °C according to standard protocols and as previously described^52^. Briefly, a *C. elegans* population was synchronized as described above at day 0 of the lifespan. 64 h after egg preparation around 100 nematodes were manually transferred to fresh incubation plates containing the respective compounds. Experiments were conducted in triplicates. For the first 10 days, worms were transferred every day and afterwards every second day. Nematodes that show no reaction to gently stimulation were scored as death. Those animals that crawled off the plates or display non-natural death due to internal hatching were censored.

### *D. rerio*

Zebrafish of the TüAB strain were kept in groups of 20–30 animals under standard husbandry conditions. Skin tissue from male zebrafish at the age of 5 months (*n*=12), 24 months (*n*=12) and 42 months (*n*=6) was dissected and stored in RNAlater (Qiagen, Hilden, Germany) at −80 °C. Total RNA was isolated with TRIzol (Life Technologies, Darmstadt, Germany) according to the instructions of the manufacturer.

### *M. musculus*

Young (2 months), mature (15 months) and aged (30 months) old mice were deeply anaesthetized with isoflurane anaesthesia (2.5% in a mixture of 3:1 N_2_O:O_2_). One square cm hairless abdominal skin was taken and snap frozen. The isolated skin was homogenized in 500 μl QIAzol (Qiagen) by subsequently adding 100 μl chloroform. Following phase separation, the aqueous phase was transferred into a fresh tube, then 0.16 volume NaAc (2 M, pH 4.0) and 1.1 volume isopropanol were added. The RNA was precipitated by centrifugation and the pellet was washed with 75% ethanol. Total RNA was resuspended in 20 μl water and stored at –80 °C until use.

### Breeding and housing conditions

The study was carried out on male C57BL/6J mice (Jackson Laboratories). Animals of given ages were raised in our own facilities. All animal procedures were approved by the local government (Thueringer Landesamt, Bad Langensalza, Germany) and conformed to international guidelines on the ethical use of animals. All mice were maintained in a specific pathogen-free environment at room temperature (22 °C) at 68% humidity and light/dark (12 h/12 h) cycles with access to water and food (V1534-300, SsniffSpezialdiäten GmbH, Soest, Germany), *ad libitum* and were tested negative for parasites and other routine pathogens.

### RNA-seq

RNA integrity was determined by Agilent's Bioanalyzer 2100 (with RNA 7500 kit, both Agilent Technologies, Santa Clara, CA, USA).

*M. musculus and C. elegans physiological ageing samples*. Total RNA (2.5 μg) was used with Illumina'sTruSeq RNA sample prep kit v2 following the manufacturer's instruction. Illumina 50 bp single reads (SR) were obtained using the HiSeq2000 by multiplexing four samples per lane. Sequencing resulted in around 40–50 mio reads per sample. The sequence information was extracted using Illumina's supported CASAVA v1.7 as FastQ format.

*D. rerio*. Total RNA (5 μg) was used for preparation of multiplex libraries using Illumina's mRNA-Seq sample prep kit (Illumina, San Diego, CA, USA) following the manufacturer's instruction. Libraries were sequenced in one per lane using Illumina's Genome Analyzer (GAIIx) in SR mode creating reads with a length of 76 bp. Sequencing resulted in around 30 mio reads per samples. Sequence information was extracted in FastQ format using the Illumina's supported GA-Pipeline v1.5.

*C. elegans bcat-1 RNAi perturbation samples*. Total RNA (1 μg) was used for library preparation using TruSeq RNA sample prep kit v2 following the manufacturer's instruction. Sequencing was done on a HiSeq2500 in SR/50 bp/high output mode. Libraries were multiplexed in five per lane. Sequencing resulted in around 35-45 mio reads per sample. The sequence information was extracted using Illumina's supported bcl2FastQ v1.8.4 as FastQ format.

### RNA-seq data analysis

*Normal ageing samples*. The resulting FastQ files were mapped using Bowtie^53^ versus the respective genomic sequences and a splice site data set created using UCSC's RefSeq annotation for each species. Counting of uniquely mapped reads and assignment to RefSeq transcripts/genes was performed using R Statistical Language and Bioconductor. Afterwards, reads per kilobase transcript per million reads (RPKM) values^54^ were calculated for each transcript and gene from the corresponding RefSeq annotation. For each species DEG were identified using the DESeq^55^, edgeR^56^, and the baySeq^57^ packages. Those genes showing statistically significant differences (FDR adjusted *P*<0.05) by DESeq and edgeR at least between two time points or by the baySeq test over the three time points were regarded as DEGs (*C. elegans*: *n*=3,608; *D. rerio*: *n*=1,721; and *M. musculus*: *n*=339). Next, orthology relations between genes of the three species were obtained using EnsemblCompara and the orthology R package^58^ to facilitate the cross-species comparison. Since the individual species exhibit different lifespan, the gene expression time courses were rescaled, followed by a combined fuzzy c-means clustering with the exponent *m*=2 of the orthologous DEG expression profiles^59^, to identify common time courses. The optimal number of six clusters was estimated by the vote of several cluster validity indices, which capture different aspects of a clustering structure^60^. By intersecting the resulting clustered gene sets with the orthology relations extracted previously, gene sets with similar temporal pattern across all three species were identified.

For the analysis of differentially regulated metabolic pathways in the normal ageing samples, *C. elegans* genes were mapped to metabolic pathways using the PathwayTools software^61^. A reaction was assumed differentially regulated if at least one enzyme catalysing this reaction was significantly differentially expressed between young and old worms. Pathways were assumed significantly differentially regulated if a hypergeometric test of differentially regulated reactions yielded a FDR adjusted *P*-value<0.05.

*C. elegans bcat-1 RNAi perturbation samples*. FastQ files were mapped using Tophat (v2.0.6)^62^ versus the reference genome WBcel235.74 obtained from Ensembl. Uniquely mapped reads were counted for all genes using featureCounts^63^. RPKM values were computed using exon lengths provided by featureCounts and the sum of all mapped reads per sample. DEG were identified using the DESeq and edgeR. Generally applicable gene set enrichment for pathway analysis (GAGE)^64^ was used to detect significantly regulated Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (FDR adjusted *P*<0.05).

To evaluate whether the probability for the intersection of two gene expression sets is significantly different from the intersection of random sets we applied a Monte Carlo-based test. We first randomly generated subsets out of our two universe lists of all genes which were measured in both data sets according the number of genes of our real data sets. Then, we counted the number of genes in these random intersections for 1,000 iterations which resulted in a distribution of random intersection values. If the observed intersection value was >95% quantile we considered our intersection of genes to be significant.

### Reverse transcriptase qPCR (RT-qPCR)

Reverse transcription of RNA into cDNA was generated with the iScript cDNA synthesis kit (Bio-Rad, Munich, Germany) and qPCR was carried out with the SybrGreenERqPCRSupermix (Life Technologies) for iCycler. All PCR reactions were performed in triplicates and negative controls were always included. Ct-values of *bcat-1* were normalized to two reference genes (for *C. elegans*: *cdc-42* and *pmp-3*; for zebrafish: *tbp* and *insra*; for mouse: *gapdh* and *hmbs*; see Supplementary Table 7 for sequences). Determination of age-specific expression and statistical analysis was carried out using the relative expression software tool^65^.

*Bcat-1 RNAi perturbation C. elegans*. Adult wild-type worms were treated for 48 h with control vector L4440 or *bcat-1* RNAi, respectively.

### Laser ablation of ASI neurons

The laser ablation of ASI neurons was performed as described^42^,^66^ and as follows: for focused laser ablation the output laser beam of a UV pulsed laser (diode-pumped, Q-Switched Frequency-Tripled Laser System: Triton; TEM00, 349 nm; maximum power 1 W, pulsed; repetition rate: 1–1,000 Hz; pulse width: <15 ns; pulse energy: adjustable from 1 to 200 μJ; Spectra Physics, Darmstadt, Germany) was expanded by a telescope system and was coupled into a confocal laser scanning microscope (LSM510) via epi-fluorescence illumination path. The laser beam was focused into the object plane by a Zeiss Plan-Neofluar 100/1.30 oil objective (spot diameter <500 nm) after reflection by a dielectric mirror (Laser Optik, Germany). The dielectric mirror is placed on the empty laser scanning position of the fluorescence reflector slider and transmits the scanning lasers as well as the emitted fluorescence and reflects the pulsed laser beam of Triton. Thus the imaging functions of the laser scanning microscope (LSM) are not reduced. Before entering the microscope, laser pulse energy was reduced by a gradient position dependent attenuator (Laser Optik) to 80%.

Paralyzed post-L4 nematodes that expresses GFP from a ASI-specific *str-3* promoter *(kyIs128[str-3::gfp*]) were irradiated by several laser pulses at laser energy of 4 μJ. The live-cell damage was recorded and controlled by time series function of the Zeiss laser scanning microscope which is equipped with an Argon ion laser and emission filter sets for the detection of EGFP signals (BP530/20) and the Zeiss LSM software version 3.2. Immediately after ablation, worms were transferred to the corresponding treatment plates and analysed for life expectancy according to the described lifespan protocol above.

### Protein quantification

Protein content in nematodes and cells was determined by the Bradford method^67^ or the bicinchoninic acid (BCA) method^68^. Assays were performed in 96-well plates using commercial available kits (Bio-Rad Laboratories AG, Cressier, Switzerland, and Thermo Scientific, Waltham, MA, USA). Absorbance was measured in a micro-plate reader (Fluostar Optima, BMG Labtech, Offenburg, Germany).

### Determination of amino acid concentrations by HPLC

Frozen worm pellets have been ground with 200 μl PBS (pH=7.4) and de-proteinized with sulfo-salicylic acid (final concentration 2%; Sigma-Aldrich, St Louis, MO, USA). The cell debris and protein precipitate were separated by spinning. For the measurements 30 μl of supernatant was used.

Determination of amino acid concentration was carried out on a Biochrome 30+ Amino Acid Analyzer (Biochrom, Cambridge, UK) following manufacturer's instructions. This standard method in clinical diagnostics is based on separation on a retention column with lithium citrate buffer of different pH. The post-column derivatization with ninhydrin enables photometric detection at 570 and 440 nm. Samples were normalized to protein content as described above.

### Non-targeted metabolomics analysis

Metabolite extracts were prepared from worms by smashing (Schütt rotation homogenizer) and heating to 70 °C for 10 min in ethanol. After centrifugation the supernatant was stored at −80 °C until use.

Non-targeted analysis of the metabolome was performed by flow injection analysis-time of flight mass spectrometry on an Agilent 6550 QTOF instrument^69^. All samples were injected in duplicates. Ions were annotated based on their accurate mass and the KEGG has reference list allowing a tolerance of 0.001 Da. Unknown ions and those annotated as adducts were discarded.

### Locomotion analysis

Worms were synchronized and treated for 10 days with control vector or *bcat-1* RNAi as described above. After 10 days four to five worms were picked from RNAi plates and released on fresh plates without bacteria. We defined the refuge behaviour induced velocity as maximum speed. Directly after release 1 min movie clips were recorded with a Leica system (Leica M165FC with Leica camera DFC 3000 G). Subsequently, the videos were analysed using parallel worm tracker software developed by Goodman Lab which tracks based on centroid position of the worms^70^. The pixel to distance ratio was calibrated. For each treatment five independent videos were used.

### Age pigment analysis

Age pigments in *C. elegans* reflect biological age^26^. Worms were synchronized and treated for 10 days with control vector or *bcat-1* RNAi starting at L4 larvae stage. On day 10 worms were washed off the plates and distributed on 8 wells of a 96-well plate (Bioswisstec 96-well CG black with glass bottom, art. no.: 5241). The fluorescence of the age pigments was measured using a fluorescence plate reader (FLUOstar Omega, BMG Labtech, Offenburg, Germany; exciatition: 340-10 nm, emission: 440-80 nm; gain: 1,844). We normalized the age pigment fluorescence to the stable auto-fluorescence signal of the worms (filters: excitation: 290-10 nm, emission: 330-10 nm; gain: 1800) as described^26^.

### Fertility assay

For determination of fertility we synchronized nematodes as previously described^52^. Single L4 larvae were transferred on single plates carrying RNAi bacteria and subsequently every 24 h to fresh plates. Progeny were allowed to hatch and counted. For every condition 10 worms were used.

### *Bcat-1* overexpression

We combined a 1 kb endogenous promoter with a *bcat-1*-cDNA C-terminally fused to GFP, as well as an *unc-119* rescue gene, and implemented the construct into nematodes using ballistic transformation techniques as described before^71^. The generated transgenic lines were selected for stable integration. The resulting strain named MIR23 carrying the integrated construct *risIs[Pbcat-1::bcat-1::gfp+unc119]* has been used for experiments.

### Immunoblotting

Nematodes were washed three times with ice-cold S-buffer and pellets were shock-frozen in liquid nitrogen. Frozen pellets were grinded in a nitrogen-chilled mortar and suspended in phosphate buffer containing protease and phosphatase inhibitors (Complete protease inhibitor cocktail (Roche, Penzberg, Germany) and additionally 2 mM sodium fluoride, 2 mM sodium orthovanadate, 1 mM phenylmethylsulphonyl fluoride and 2 mM EDTA). Extracts were sonicated three times and centrifuged for 7 min at 12,000*g* at 4 °C. Supernatants were used for protein quantification, and an aliquot was boiled in Laemmli buffer and applied to SDS–polyacrylamide gel electrophoresis. Antibodies against phospho-HSF-1 (1:1,000, pSer326, Enzo, order number ADI-SPA-902-D) and alpha-tubulin (1:2,000, clone DM1A; Sigma-Aldrich; order number T6199) were used.

### Promoter analyses

The search for transcription factor binding sites was done within the proximal *bcat-1* promoter region 1 kb upstream of the predicted start codon. Therefore, a FASTA file containing the promoter region of *bcat-1* was created using WormMart^44^. Next, the remaining sequence file was scanned for one or more matches to the position-specific scoring matrices of all available transcription factors using the matrix scan function of the pattern-matching programme RSAT (regulatory sequence analysis tools)^72^. The position-specific scoring matrices contains the nucleotide frequency at each position within the binding sites and were obtained from the databases Transfac and Jaspar^73^,^74^,^75^. The threshold *P*-value, which indicates the risk of false–positive predictions, was set to 0.0001.

### Statistical analyses

Data are expressed as means±s.d. unless otherwise indicated. Statistical analyses for all *C. elegans* data except lifespan assays were performed by Student's *t*-test (unpaired, two-tailed) or one-way analysis of variance (ANOVA) after testing for equal distribution of the data and equal variances within the data set. For comparing significant distributions between different groups in the lifespan assays and stress resistance assays, statistical calculations were performed using JMP software version 10 (SAS Institute Inc., Cary, NC, USA) applying the log-rank test. The comparison of correlation between *bcat-1* and *hlh-15* expression over age was performed by applying Fisher z transformation of the Pearson correlation coefficients.

## Additional information

**Accession codes:** RNA-Seq data were deposited in gene expression omnibus (GEO) under accession codes GSE46051 (normal ageing of *C. elegans*), GSE46916 (normal ageing of *D. rerio and M. musculus*) and GSE60672 (*bcat-1* RNAi perturbation in *C. elegans*).

**How to cite this article:** Mansfeld, J. *et al*. Branched-chain amino acid catabolism is a conserved regulator of physiological ageing. *Nat. Commun.* 6:10043 doi: 10.1038/ncomms10043 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-3 and Supplementary Tables 1-7

Supplementary Data 1 Differentially expressed genes *C. elegans*

Supplementary Data 2 Differentially expressed genes *D. rerio*

Supplementary Data 3 Differentially expressed genes *M. musculus*

Supplementary Data 4 Differentially expressed genes: control RNAi versus *bcat-1* RNAi

## Figures and Tables

**Figure 1:**
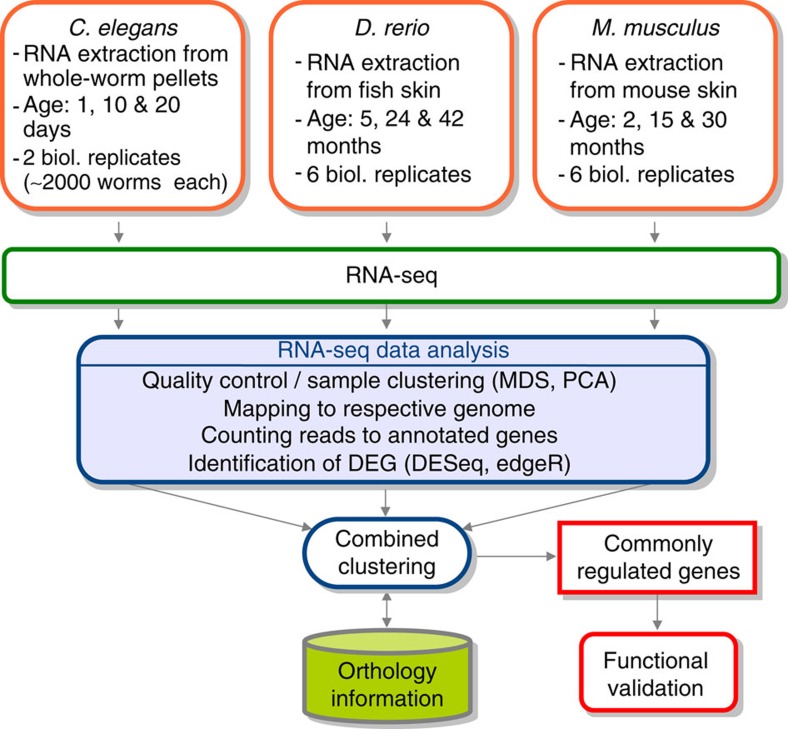
Sample acquisition and data processing scheme of the trans-species screening approach. RNAs of each sample were sequenced. After passing quality control and sample clustering, the sequences were mapped to the referring genome. The number of reads of the resulting annotated genes were used for statistical evaluation. Commonly regulated genes over the three species were subsequently tested individually for putative impact on lifespan in *C. elegans*.

**Figure 2:**
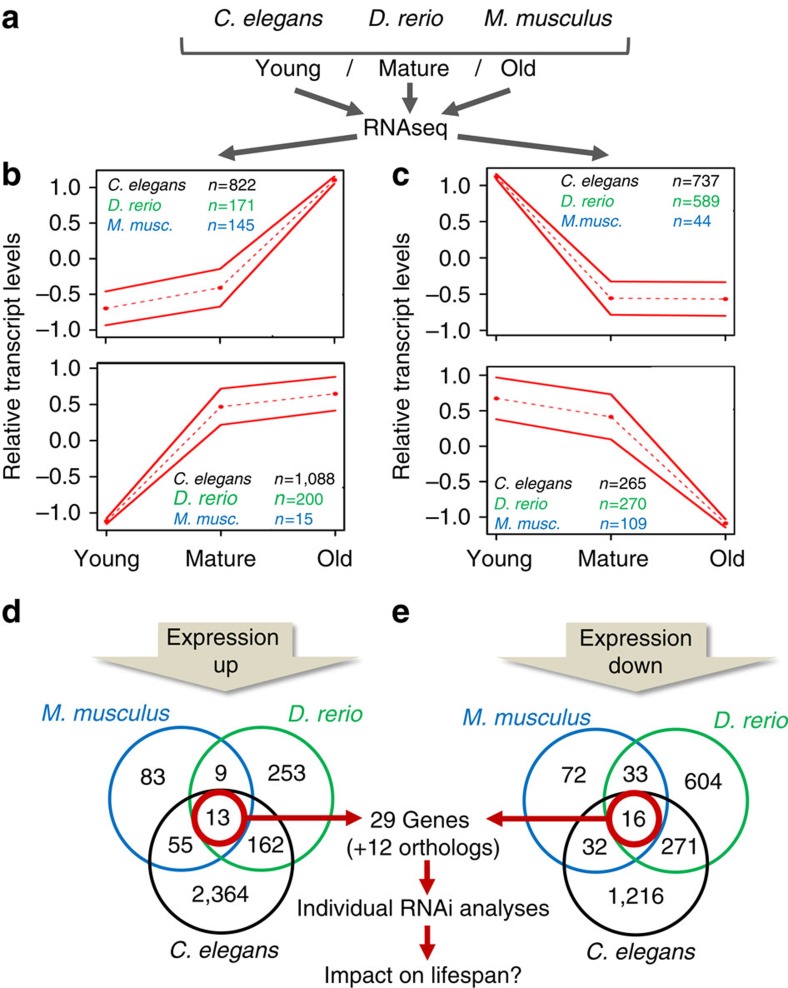
A trans-species screening approach to identify ageing-associated genes. (**a**) Depicts species subjected to RNA extraction at three different ages. (**b**) Depicts relative RNA transcript levels uniformly upregulated during physiological ageing. (**c**) Depicts relative RNA transcript levels uniformly downregulated during physiological ageing. (**d**,**e**) Show results of Venn analysis from genes identified in **b** and **c**, respectively. *C. elegans* results are shown in black, *D. rerio* in green and *M. musculus* in blue.

**Figure 3:**
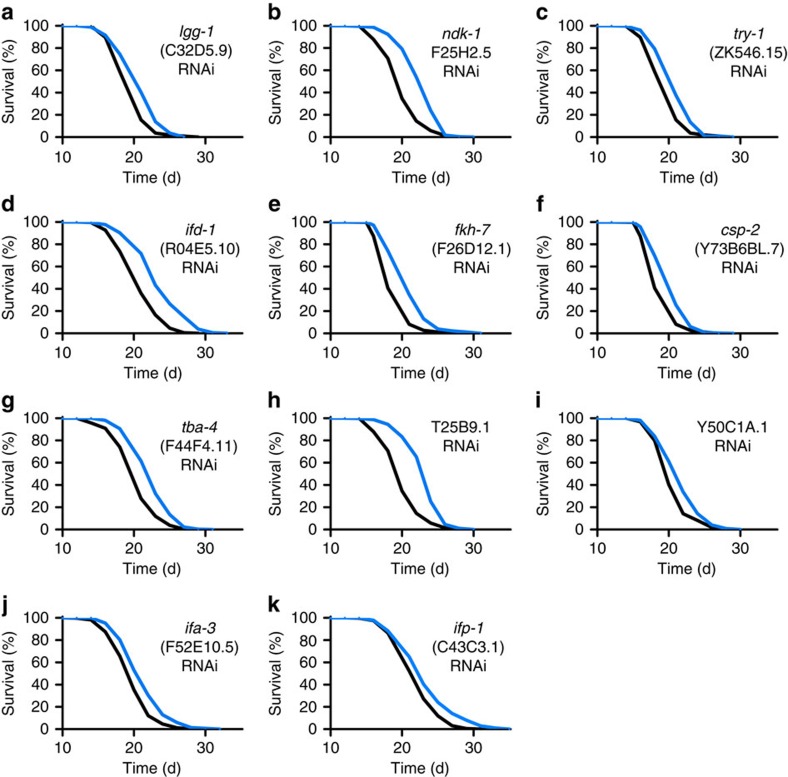
Lifespan analyses in *C. elegans* for validation of impact on ageing with significantly increased lifespan (≥5%). (**a**–**k**) depict lifespan assays following RNAi treatment during adult life with control vector (black) or RNAi against the respective gene (blue) starting at L4 larvae stage. For *P*-values and number of experiments see Supplementary Table 2. *Note that results for *bcat-1* have been omitted since shown subsequently*.

**Figure 4:**
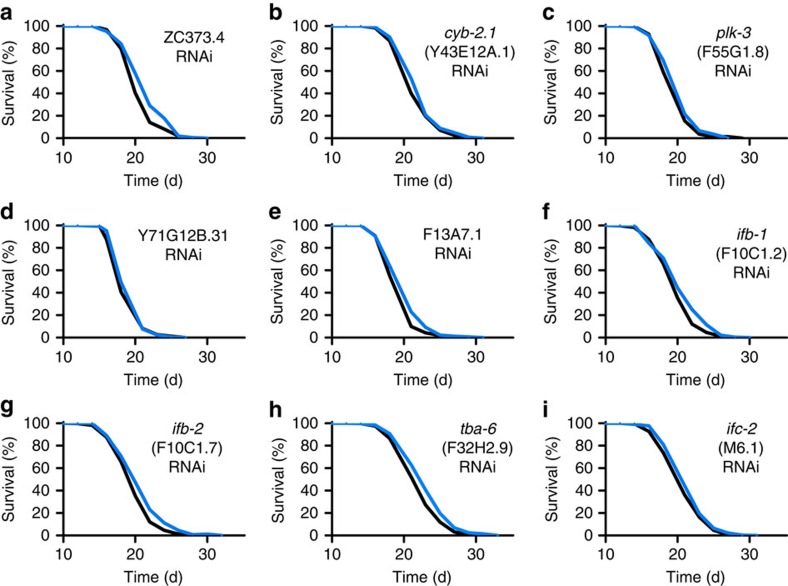
Lifespan analyses in *C. elegans* for validation of impact on ageing with significantly increased lifespan (<5%). (**a**–**i**) depict lifespan assays following RNAi treatment during adult life with control vector (black) or RNAi against the respective gene (blue) starting at L4 larvae stage. For *P*-values and number of experiments see Supplementary Table 2.

**Figure 5:**
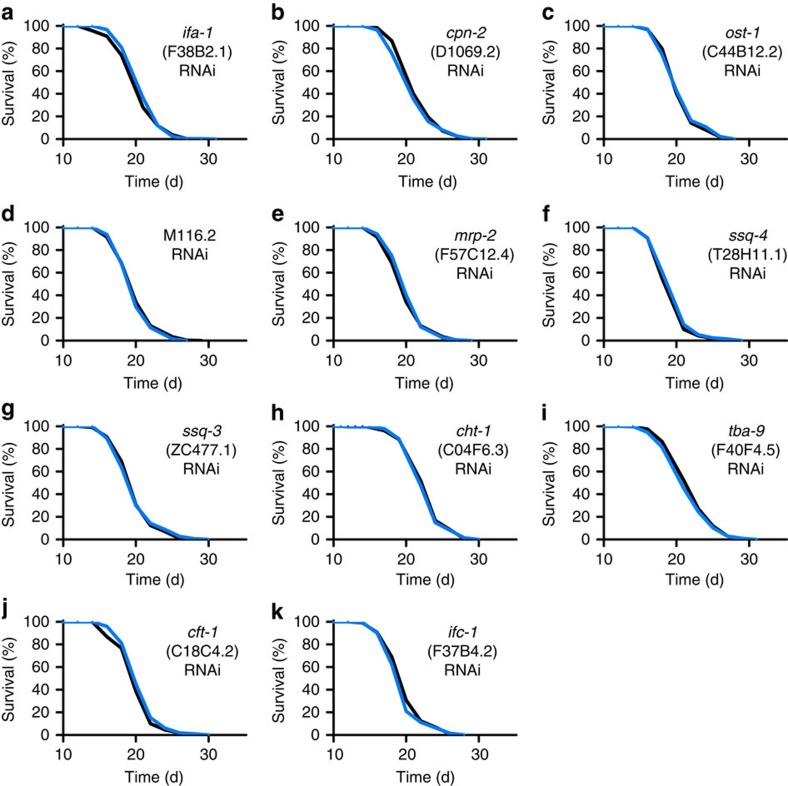
Lifespan analyses in *C. elegans* for validation of impact on ageing with no significant effect on lifespan. (**a**–**k**) depict lifespan assays following RNAi treatment during adult life with control vector (black) or RNAi against the respective gene (blue) starting at L4 larvae stage. For *P*-values and number of experiments see Supplementary Table 2.

**Figure 6:**
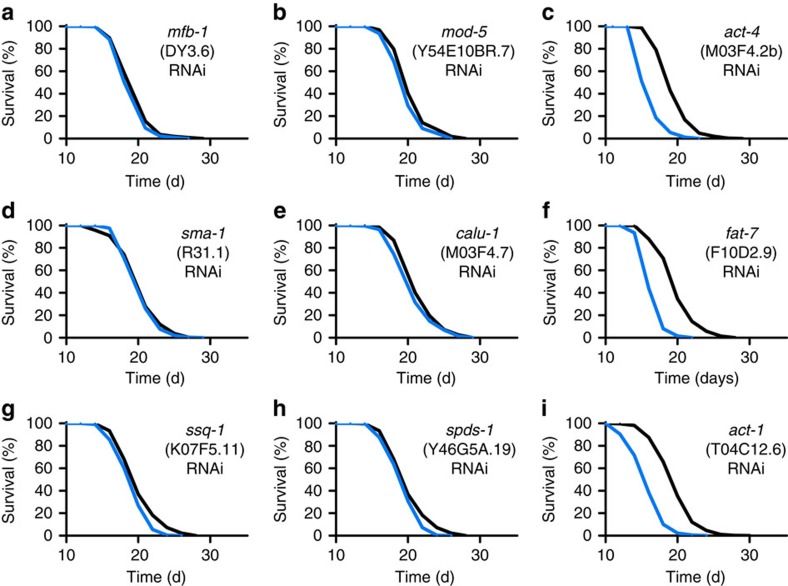
Lifespan analyses in *C. elegans* for validation of impact on ageing with significantly shortened lifespan. (**a**–**i**) depict lifespan assays following RNAi treatment during adult life with control vector (black) or RNAi against the respective gene (blue) starting at L4 larvae stage. For *P*-values and number of experiments see Supplementary Table 2.

**Figure 7:**
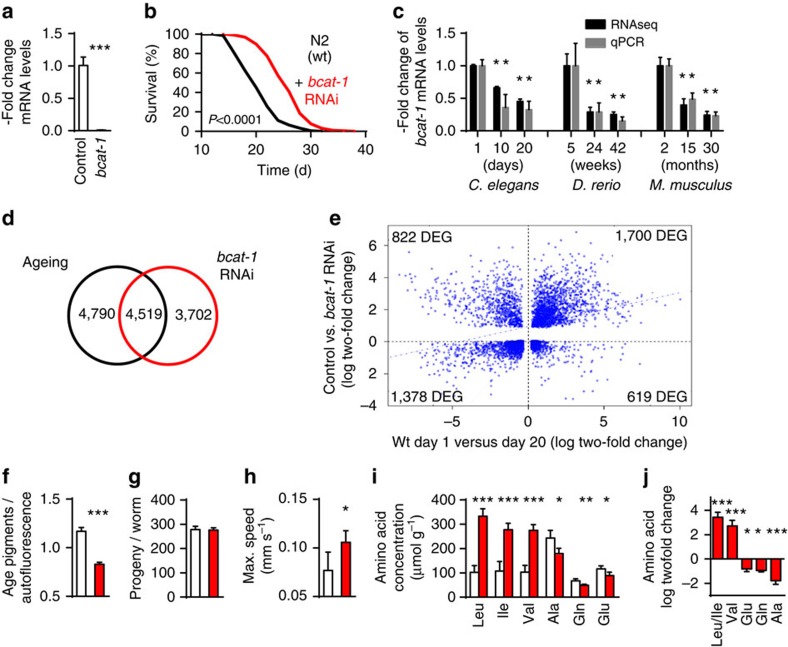
Validation and characterization of *bcat-1* as an ageing-related gene. (**a**) Shows *bcat-1* RNA levels in whole-worm RNA extracts after treatment of *C. elegans* with RNAi against *bcat-1* (red bar) versus control RNAi (open bar; *P*<0.001, Student's *t*-test, *n*=3). (**b**) Depicts the effect of *bcat-1* RNAi (red) versus control (black) on lifespan (*P*<0.0001, log-rank test, *n*=3). (**c**) Depicts qPCR results (grey) in comparison with RNA-seq results (black; samples as depicted in Fig. 1c; *P*<0.05 versus first time point; one-way ANOVA, *n*=3). (**d**) shows a Venn analysis of transcripts that are regulated by physiological ageing (blue) and *bcat-1* RNAi treatment (red), respectively. (**e**) Shows transcript levels as in **d** quantitatively (*P*<0.001, correlation, *n*=3). (**f**–**l**) Depict *bcat-1* RNAi-treated (red) versus control (open) nematodes regarding (**f**) ageing pigments (*P*<0.001, Student's *t*-test, *n*=8), (**g**) progeny (*P*=0.7, Student's *t*-test, *n*=10), (**h**) maximum crawling speed (*P*<0.05, Student's *t*-test, *n*=5), as well as changes in whole-worm amino acid concentrations as determined by (**i**) HPLC (*P<0.05, **P<0.01, ***P<0.001 versus control, one-way ANOVA, *n*=4), and (**j**) mass spectrometry (*P<0.05, **P<0.01, ***P<0.001 versus control, one-way ANOVA, *n*=4). Error bars represent the means±s.d.

**Figure 8:**
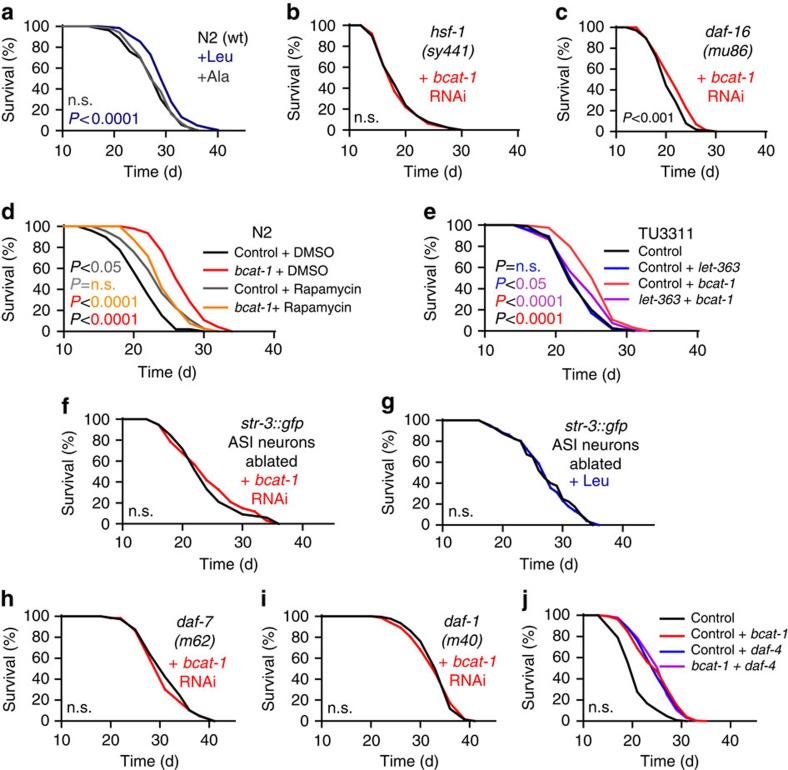
Increased BCAAs act through neuronal LET-363/mTOR and peripheral DAF-7/TGFβ signaling to extend lifespan. (**a**) Shows lifespan data of wild-type nematodes without treatment (black), as well as, exposure to L-alanine (grey, 5 mM) and L-leucine (blue, 5 mM) for their entire adult lifespan, maintained on non-metabolizing bacteria (*P*=0.24 for L-ala and *P*<0.0001 for L-leu both versus control, log-rank test, *n*=3). (**b**,**c**) Show effects of *bcat-1* RNAi (red) on lifespan in strains mutant for (**b**) *hsf-1* (*P*=0.67, log-rank test, *n*=3) and (**c**) *daf-16* (*P*<0.001, log-rank test, *n*=3). (**d**) Depicts the effects of the mTOR-inhibitor rapamycin (100 μM) on wild-type worms (grey versus black) versus the lack of effect of non-neuronal *bcat-1* RNAi in the presence of rapamycin (100 μM), all on lifespan (*P*<0.05 for control RNAi/rapamycin versus control RNAi/DMSO, *P*=0.07 for *bcat-1* RNAi/rapamycin versus control RNAi/rapamycin, *P*<0.0001 for *bcat-1* RNAi/rapamycin versus *bcat-1* RNAi/DMSO, *P*<0.0001 for *bcat-1* RNAi/DMSO versus control RNAi/DMSO, log-rank test, *n*=3). (**e**) Depicts the effects of neuronal *bcat-1* RNAi on lifespan in the presence (purple) and absence (red) of neuronal RNAi against *let-363*/mTOR (*P*=45 for control/*let-363* RNAi versus control RNAi, *P*<0.05 for control/*let-363* RNAi versus *let-363*/*bcat-1* RNAi, *P*<0.0001 for control/*bcat-1* RNAi versus *let-363*/*bcat-1* RNAi, *P*<0.0001 for control RNAi versus control/*bcat-1* RNAi, log-rank test, *n*=3). (**f**,**g**) Depict the lack of effect of (**f**) peripheral *bcat-1* RNAi (*P*=0.73, log-rank test, *n*=3) and (**g**) L-leucine supplementation (*P*=0.96, log-rank test, *n*=3) on an ASI-ablated reporter strain. (**h**–**j**) Show the lack of effect of *bcat-1* RNAi on strains mutant for (**h**) *daf-7* (*P*=0.15, log-rank test, *n*=3) and (**i**) *daf-1* (*P*=0.84, log-rank test, *n*=3), as well (**j**) in the co-presence (purple) or absence (red) of RNAi against *daf-4* (*P*=0.8 for control/*bcat-1* RNAi versus *daf-4*/*bcat-1* RNAi, *P*<0.0001 for all treatments versus control, log-rank test, *n*=3). For *P*-values and number of repetitions see Supplementary Table 4.

**Figure 9 f9:**
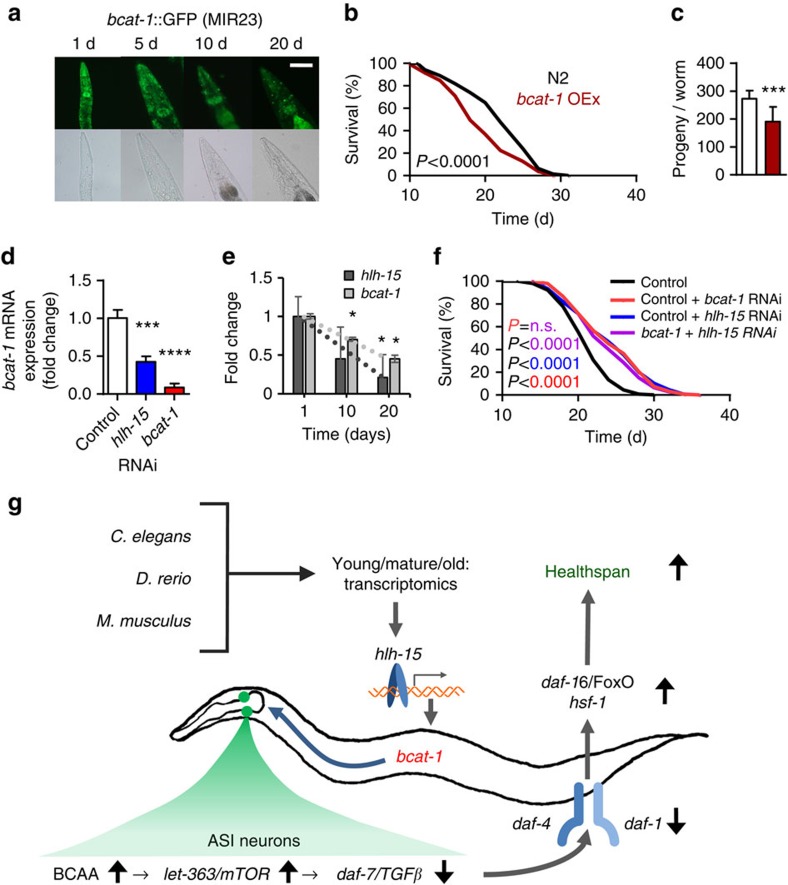
Transcriptional control of *bcat-1*-mediated regulation of lifespan. (**a**) Fluorescent microscopy of nematodes transgenically expressing *bcat-1* fused to GFP under the control of the endogenous *bcat-1* promoter, at different ages (scale bar, 100 μm). (**b**) Shows the effect of *bcat-1* overexpression on lifespan (*P*<0.001, log-rank test, *n*=3). (**c**) Depicts fertility as reflected by the number of eggs (***P<0.001, Students's *t*-test, *n*=10). (**d**) Depicts transcript levels of *bcat-1* in the presence of control RNAi (white), RNAi against *hlh-15* (blue) and *bcat-1* (red) in wild-type nematodes (***P<0.001, ****P<0.0001 versus control, one-way ANOVA, *n*=4). (**e**) Shows transcript levels of *bcat-1* (black) and *hlh-15* (grey) during physiological ageing in wild-type worms (*P<0.05, one-way ANOVA, Pearson correlation Fisher *Z*, *P*=0.053, *n*=3). (**f**) Depicts the effects of control RNAi (black), control RNAi combined with *bcat-1* RNAi (red; *P*<0.0001 versus control, log-rank test, *n*=3), control RNAi combined with *hlh-15* RNAi (blue; *P*<0.0001 versus control, log-rank test, *n*=3) and *bcat-1* RNAi combined with *hlh-15* RNAi (purple, epistasis; *P*<0.0001 versus control, *P*=0.08 versus control/*bcat-1* RNAi, log-rank test, *n*=3) on *C. elegans* lifespan. (**g**) Summarizes the effects of *hlh-15*-controlled *bcat-1* expression, or BCAA supplementation, on neuronal *let-363*/*daf-7* signaling looping back to the periphery to control lifespan. For *P*-values and number of repetitions see Supplementary Table 4. Error bars represent the means±s.d.

**Table 1:** Effects of individual RNAis on *C. elegans* lifespan.

**Effect on lifespan**	**Upregulated genes**	**Downregulated genes**
Shortened	*sma-1, mod-5, mfb-1*	*calu-1, spds-1, ssq-1, act-4, fat-7, act-1*
Unchanged	*mrp-2*, *cft-1*, M116.2, *cht-1*	*cpn-2, tba-9, ifa-1, ost-1, ssq-4, ssq-3, ifc-1*
Extended <5%	Y71G12B.31, ZC373.4	*plk-3, tba-6, ifb-2*, F13A7.1, *ifb-1, ifc-2, cyb-2.1*
Extended ≥5%	*fkh-7, csp-2, lgg-1*, Y50C1A.1	*bcat-1*, T25B9.1, *ndk-1, ifd-1, tba-4, ifa-3*, *try-1, ifp-1*

# Supplementary material for: Branched-chain amino acid catabolism is a conserved regulator of physiological ageing
**Source:** Nat Commun. 2015 Dec 1;6:10043. doi: 10.1038/ncomms10043
**Supplement:** Supplementary Information — Supplementary Figures 1-3 and Supplementary Tables 1-7

## Supplementary Figure 1

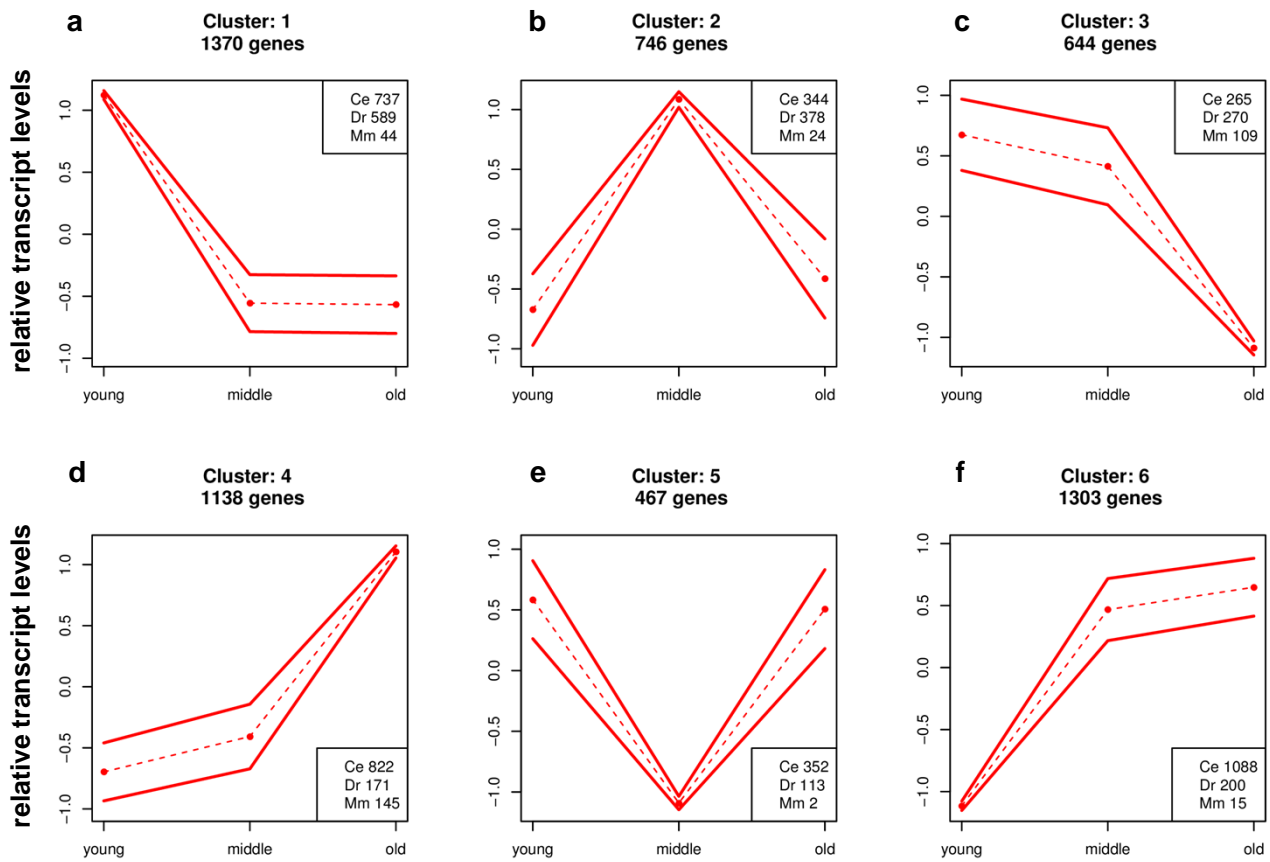

**Supplementary Figure 1: Cluster analysis of similarly regulated genes in all three species analyzed.** The pattern of the 6 analyzed clusters (**panels a-f**) of gene regulation during aging. Number of genes regulated in each species is specified in the referring box (Ce – *Caenorhabditis elegans*, Dr – *Danio rerio*, Mm – *Mus musculus*). **(a and c)** depict genes uniformly upregulated during aging, **(d and f)** genes uniformly downregulated. **(b and e)** depict genes that were intermittently upregulated **(b)** or downregulated **(e)**.

Supplementary Figure 2

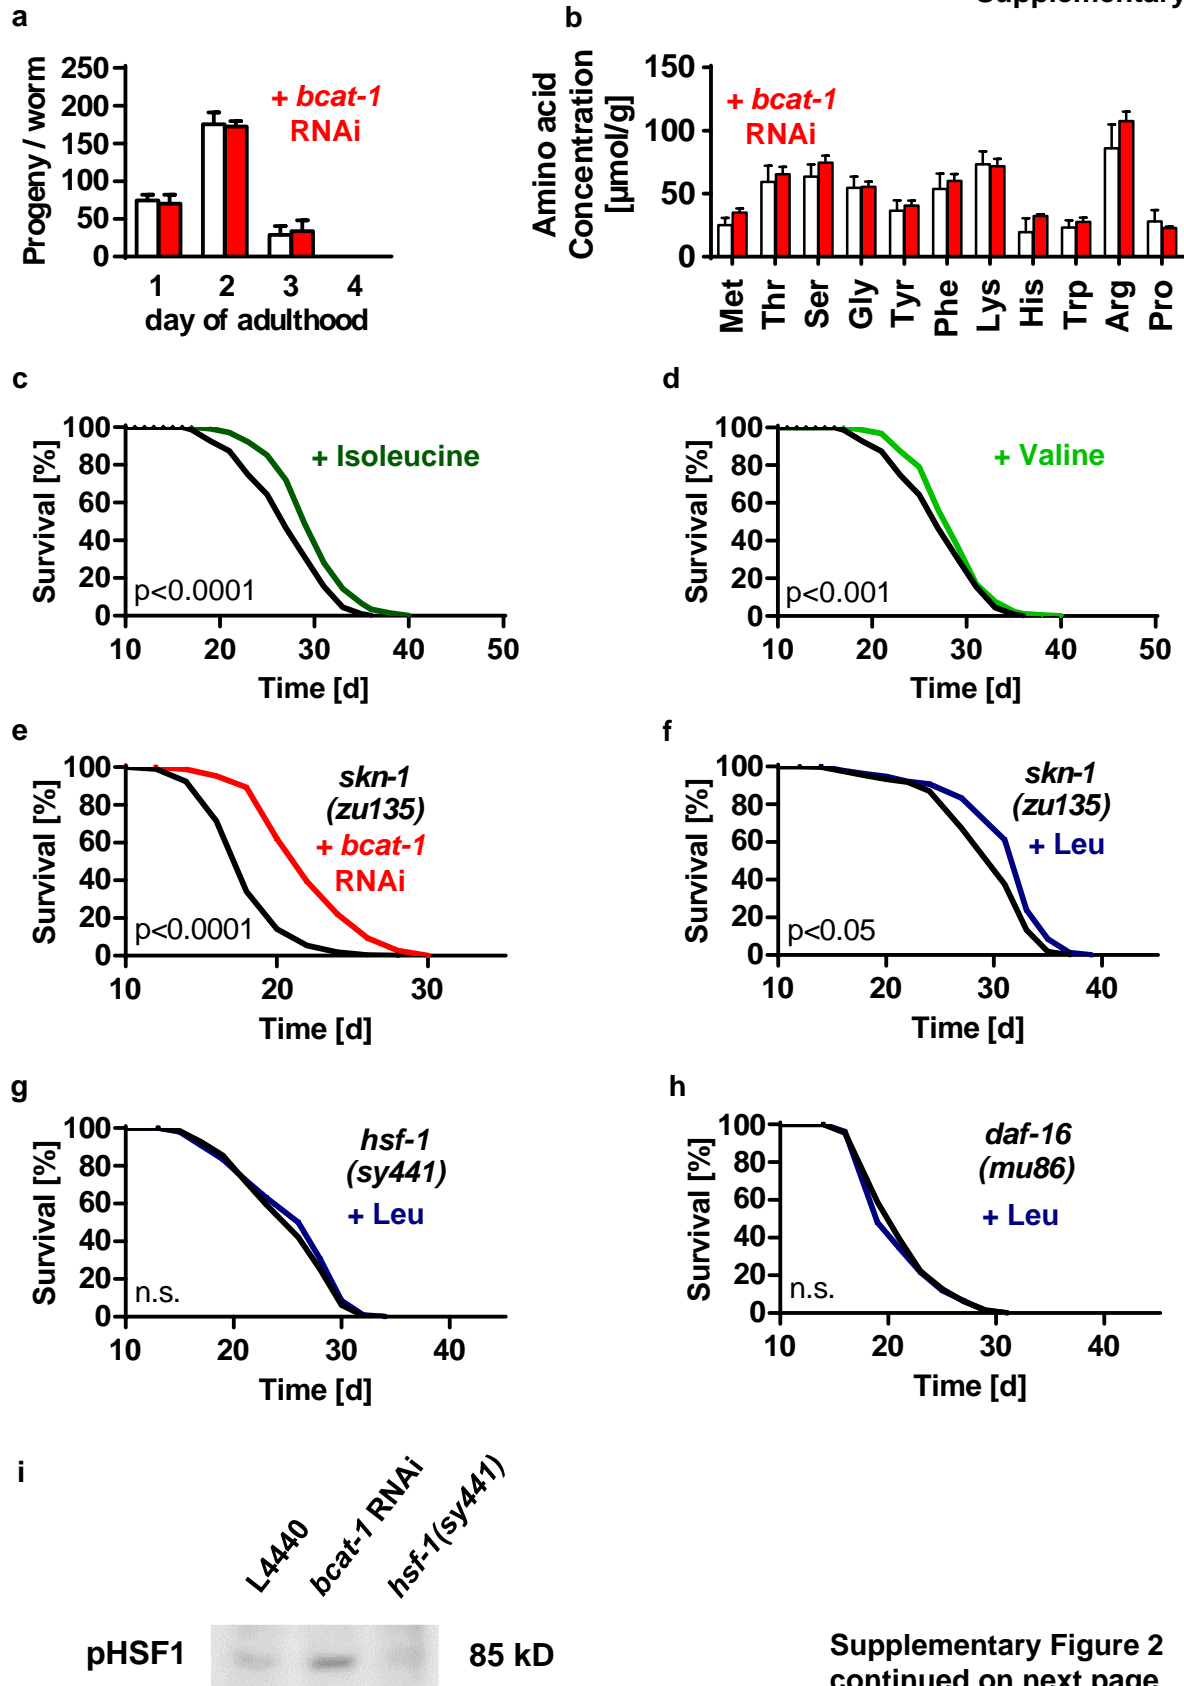

Supplementary Figure 2  
continued on next page

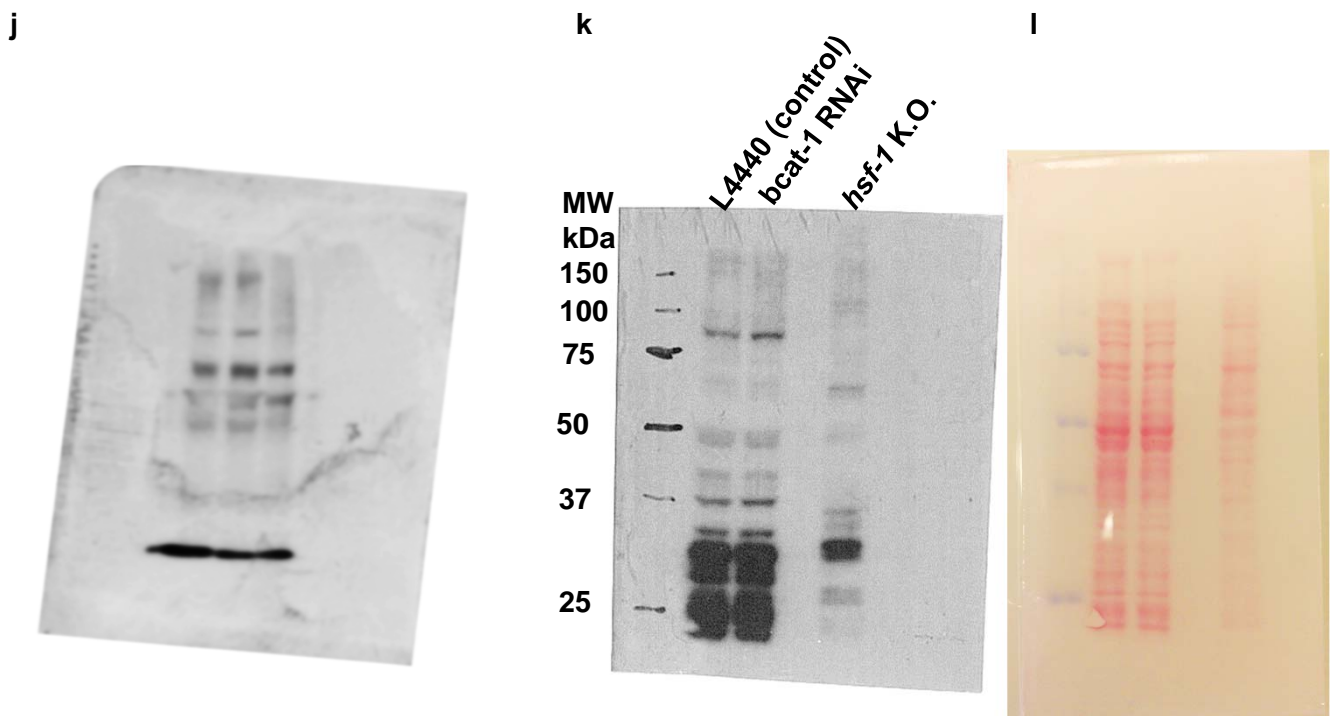

**Supplementary Figure 2: Increased BCAAs act through neuronal *let-363*/mTOR and peripheral *daf-7*/TGF $\beta$  signaling to extend lifespan (additional panels).** (a) shows effect of *bcat-1* RNAi on number of hatched eggs laid within in the first four days of adulthood by singled worms compared to control (open bar) (all  $p > 0.05$ , one-way ANOVA,  $n = 10$ ). (b) Lack of changes on depicted free amino acid concentrations in whole-worm as determined by HPLC following treatment of *bcat-1* RNAi (red) versus control (open bars) (all  $p > 0.05$ , one-way ANOVA,  $n = 4$ ). (c) and (d) depict lifespan effect of 5 mM L-isoleucine (dark green) ( $p < 0.0001$ , log-rank test,  $n = 3$ ) and L-valine (bright green) ( $p < 0.001$ , log-rank test,  $n = 3$ ) vs. control (black) in N2 wildtype worms. (e) and (f) depict lifespan effect of *bcat-1* RNAi (red) ( $p < 0.0001$ , log-rank test,  $n = 3$ ) and 5 mM L-leucine (blue) ( $p < 0.05$ , log-rank test,  $n = 3$ ) vs. control (black) in *skn-1(zu135)* K.O. mutants. (g) and (h) depict the lack of lifespan extending effects of 5 mM L-leucine (blue) ( $p = 0.059$  in *skn-1* K.O.,  $p = 0.26$  in *daf-16* K.O., log-rank test,  $n = 3$ ) vs. control (black) in *hsf-1(sy441)* and *daf-16(mu86)* K.O. mutants. (i) shows increased phosphorylation status of HSF-1 in *bcat-1* RNAi treated N2 wildtype worms, (j) the corresponding complete film, (k) an independent experiment as in (i), and (l) the corresponding membrane.

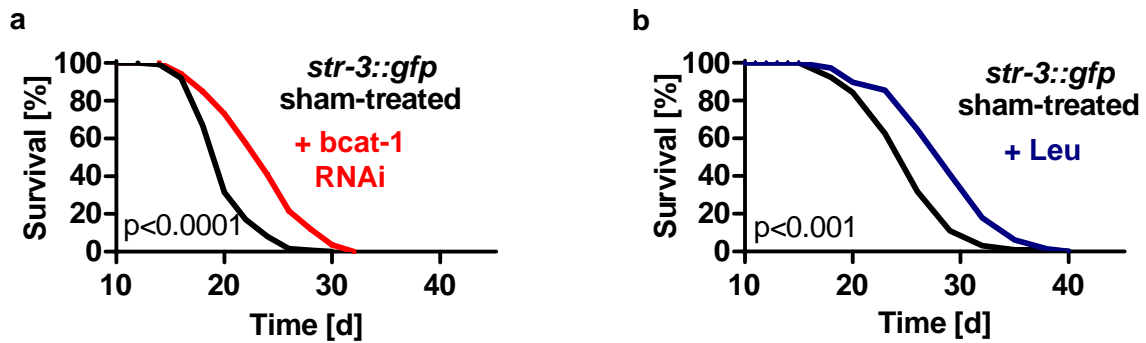

**Supplementary Figure 3: Increased BCAAs act through neuronal *let-363*/mTOR and peripheral *daf-7*/TGF $\beta$  signaling to extend lifespan (additional panels - continued).**

**(a)** and **(b)** show effect on lifespan of *bcat-1* RNAi (red) ( $p < 0.0001$ , log-rank test,  $n=3$ ) and 5 mM L-leucine (blue) ( $p < 0.001$ , log-rank test,  $n=3$ ) vs. control (black) in sham-treated *str-3::gfp* (GFP-labeled ASI neurons).

**Supplementary Table 1: List of genes consistently regulated during physiological aging**

**SupplementaryTable 2: Lifespan assay details of validation experiments of 41 aging-related genes**

**Supplementary Table 2 continued**

**Supplementary Table 3: Metabolic pathways differentially expressed during aging in *C. elegans*.**

Supplementary Table 3 continued

**Supplementary Table 4: Lifespan assay details of all remaining experiments**

Supplementary Table 4 continued

**Supplementary Table 5: Putative transcription factor binding sites within 1 kb of the *bcat-1* promoter**

**Supplementary Table 6: Sequences of PCR primers (cloning)**

**Supplementary Table 7: Sequences of PCR primers (qPCR)**

How the deposited data were processed for this re-analysis (not part of the article)

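RNA-seq libraries (20 from the skin of male zebrafish of 5, 24 and 42 months, 15 from the skin of male mice of 2, 15 and 30 months) were analysed. The paper states that the samples came from individual zebrafish and mice, and each library was treated as a separate animal. All deposited zebrafish and mouse libraries were used. The C. elegans libraries and the qPCR measurements were not analysed here. Conditions and replicate numbers were taken from the labels of the libraries.

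The authors had aligned the reads with Bowtie to the genome and to splice sites built from the RefSeq annotation, counted uniquely mapped reads per gene in R and computed RPKM values. The deposited tables hold whole counts without normalization and RPKM values rounded to 2 decimals. The paper's text names neither the genome builds nor the software versions used to map and count the zebrafish and mouse reads, so the files were used by gene symbol. The position of Bcat1 comes from GRCm38 (GENCODE M21), which may not be the authors' build. Total counts lay between 7078495 and 24453102 in zebrafish and between 32321939 and 64518413 in mouse. At this depth Bcat1 had counts of 86 to 860 in mouse and of 10 to 264 in zebrafish. Counting error is therefore largest for bcat1 in the zebrafish of 24 and 42 months.

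Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default minimum count of 10 and minimum total of 15, library sizes were adjusted with TMM factors, and dispersions were estimated over the 3 ages of a species. The quasi-likelihood test was applied to each pair of ages, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. A gene changed between at least 2 ages when any of the 3 pairs called it. Log2 fold changes are those of the fitted model. The quasi-likelihood test gives no standard error. Those printed are the absolute log2 fold change divided by the square root of the F statistic of the test. Means and SDs are those of the authors' RPKM values, every library counted once. Exact permutation tests of the RPKM are two-sided and enumerate all regroupings of the animals of 2 ages. The test was tried on simulated data, where 200 changed genes were added to counts with the depth and spread of the libraries. These genes were drawn from those above the median level and changed at least 2-fold.

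Before the data were examined, the comparisons, the tests and 14 alternatives for the fits were set, besides leaving out each animal in turn. The alternatives were DESeq2 1.42.0, a call by both edgeR and DESeq2, edgeR's exact test, voom with quality weights (limma 3.58.1), RLE size factors, library totals alone, no filter on low counts, a mean RPKM of at least 1, only the 2 ages compared, counts thinned to the smallest library, the replicate number as a block, limma on log2 RPKM with pseudocounts of 0.1 and 1, and a fold change of at least 2. After the data had been seen, 5 more were added. These were counts divided by their common divisor, entering again the libraries that the study's means weigh double, only the 5-month fish of single weight, only those of double weight, and a hair follicle score as a covariate in mouse. The courses were also computed with k-means, log2 means, group medians and 4 or 8 clusters, and the gene lists were also tested with library totals alone, all set at the same time as the first 14.

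The named genes follow a rule set at the same time. They are the genes of Supplementary Table 1, the zebrafish genes of the study's list that carry the same symbol with or without a suffix, the members of the gene lists, and for the oldest against the youngest age the 5 largest rises and the 5 largest falls among called genes whose groups do not overlap in RPKM. Meg3, Rtl1, Dlk1, H19 and Snrpn were named after their values were seen.

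Courses were computed by fuzzy c-means (e1071 1.7.16, exponent 2, 6 clusters, 20 starts) on z-scores of the group means of the genes in the study's lists. The rescaling of time and the orthology step of the study were not repeated, since no ortholog table was at hand. Genes of the 2 species were paired by symbol only, for 5323 symbols tested in both.

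Gene lists were written at the same time as these plans, 14 for mouse (adipocyte, anagen hair follicle, B cell, branched-chain amino acid catabolism, cell cycle, BMAL1 phase and PER and DBP phase of the clock, extracellular matrix, glucocorticoid response, immediate early, kidney, liver, macrophage and leukocyte, skeletal muscle) and 8 for zebrafish (branched-chain amino acid catabolism, cell cycle, both clock phases, extracellular matrix, heat shock, immediate early, skeletal muscle). They were tested with limma's camera on voom values (preset correlation 0.01), again with an estimated correlation, and with fry. Correlations between a gene and a list score were computed on deviations from the mean of each age, with 100000 permutations within ages. A list score is the mean log2 value of the list's genes in a library. For each pair of ages, 100 splits of the animals into groups of the same sizes, the real one included, were fitted again. Single libraries far from the others of their age were searched for with Dixon's test.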

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

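The tests on skeletal muscle in mouse and zebrafish, on a glucocorticoid response, on another age under a label and on imprinted genes were chosen after the results were seen, and the test on liver genes was planned.

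In 13 of 152 groups of libraries (8.55%), 1 library stood further from the others of its age than Dixon's 95% limit allows, where chance gives about 1 in 20 groups. Of these, 7 fell on mouse 30 months replicate 3. It was the highest 30-month mouse for Fbxo32 (478 RPKM), Mylk2 (569.9), Gabarapl1 (136.2), Gyg (169.1), Clmn (6.66) and Ovgp1 (9.67), which are rising genes of Supplementary Table 1, and for the score of the BMAL1 phase list (4.87). Its total count of 51680377 lies inside the range of its age. The tables argue against more skeletal muscle in that sample, since its skeletal muscle score was −0.25 against the median of the other 30-month mice. They also argue against a mouse of another age under that label, since its Meg3 level of 3.09 RPKM lies below every 2-month mouse and every 15-month mouse (lowest 6.64 RPKM). A glucocorticoid response in that animal may explain the pattern. Of the 12 genes of the glucocorticoid list, 11 were highest in this mouse, where 3 are expected, and its score was 8.38 against 7.13 in the next 30-month mouse, which is inside Dixon's limit. Within ages, of the 13 rising conserved genes, Fbxo32 (0.824), Gabarapl1 (0.850) and Zranb1 (0.802) followed this score with r above 0.8, none with an adjusted permutation p under 0.05, and r was −0.01, 0.255 and 0.354 without the 2 mice farthest from the median score. Gyg (r 0.551, Spearman's rho 0.511, 0.403 without these 2 mice) and Slc6a4 (r 0.652, rho 0.550, 0.407 without them) had an adjusted permutation p of 0.0429 for r, while for rho the permutation p was 0.0550 and 0.0561. All 12 genes are also expressed in the skin of 2-month mice, and 5 of them are in the study's list. The labels name no treatment or illness of single animals, so what set off such a response was not tested. Without this mouse, 635 genes were called for 30 against 2 months in place of 1211, of which 584 were the same genes.

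The other libraries far from their groups show no common pattern. Mouse 15 months replicate 6 had the highest total of its age (62790000), and zebrafish 42 months replicate 4 the lowest of its age (15210000). Without zebrafish 42 months replicate 4, 892 genes were called for 42 against 24 months in place of 1428. Tagln3 was highest in mouse 30 months replicate 4 (7.29 RPKM), the 30-month mouse with the highest hair follicle score (6.89). Within ages Tagln3 followed that score (Pearson's r 0.943, adjusted permutation p = 2.80e-04, Spearman's rho 0.832, permutation p = 8.10e-04, 16 relations, r 0.915 without the 2 mice farthest from the median score). In zebrafish, bcat1 stood at 6.53 RPKM in 5 months replicate 8, actc1b at 13160 RPKM in 5 months replicate 5 and tuba8l at 81.57 RPKM in 42 months replicate 2, the lowest fish of its age. More skeletal muscle in the sample of 5 months replicate 5 may explain its actc1b value. Of the 14 skeletal muscle genes other than actins, 12 were highest in this fish among the 9 of its age, where 1.56 are expected, and its skeletal muscle score was 10.31 against 9.57 in the next fish, which is inside Dixon's limit. A rise of these genes in the skin of that fish itself was not tested. No explanation was tested for the values of bcat1 and tuba8l.

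Albumin (Alb), which the paper does not discuss, rose by a log2 fold change of 6.59 from 2 to 30 months in mouse skin (adjusted p = 0.00388, edgeR, called in 15 of 15 fits without 1 mouse). It stood at 0.730 ± 0.243 RPKM (SD, n = 5) at 2 months and 65.1 ± 32.5 (SD, n = 4) at 30 months, from 22.67 to 101.43. Of the 6 mice of 15 months, replicate 6 had 15.85 RPKM and the next highest 1.64. It moved with the rest of a liver list, of which 25 of 27 genes were called, all higher at 30 months (median log2 fold change 5.61 with edgeR, unchanged with Tat, which had no counts at 2 months, at its bound). RNA from liver tissue in some samples is a candidate explanation. Within ages the other 26 liver genes followed Alb with a median r of 0.791, and the 5 most abundant ones rose by 2.30 to 9.44. At 2 months 3 of the 27 genes were expressed in skin, and 8 are in the study's list. A kidney list, of which 5 of 14 genes could be tested, did not follow Alb (median r −0.107). Whether such RNA came with the tissue or from another library of the same lane was not tested. A rise of liver-type transcripts in the skin of old mice itself also stays open and was not tested.

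Meg3 (log2 fold change −3.16), Rian (−3.53) and Mirg (−4.28), transcripts of the imprinted region of chromosome 12 that the paper does not discuss, fell from 2 to 30 months in mouse. All 3 were called in 15 of 15 fits without 1 mouse (largest adjusted p 1.04e-04, edgeR), and they had already fallen at 15 months (−2.42, −2.76 and −3.25). Meg3 stood at 39.2 ± 9.88 RPKM (SD, n = 5) at 2 months, 7.61 ± 0.628 (SD, n = 6) at 15 months and 4.64 ± 1.26 (SD, n = 4) at 30 months. Rtl1 of the same region fell as well (−3.28, from −3.33 to −0.25 over 16 alternatives), from a 2-month mean of only 0.214 RPKM, so that the size of its fall depends on the processing, while Dlk1 did not change (0.15, adjusted p = 0.824, edgeR). Over 17 alternatives the value of Meg3 stayed between −3.18 and −2.83. A general fall of imprinted genes was considered. Outside the region 18 imprinted genes had a median of −0.21, from −2.08 to 0.93, with 6 rising and 12 falling, and of these H19 and Snrpn were called as falling. The largest fall among these 18 genes (−2.08) was smaller than those of Meg3, Rian and Mirg, so a general fall of that size was not seen. H19 and Snrpn fell as well, so a smaller fall of some imprinted genes outside the region stays open. It cannot be told apart from a fall of this region alone. The deeper libraries of the 30-month mice cannot produce a fall that stands at 15 months already. A change of this region with age stays open as a hypothesis and was not tested.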

How the results depend on the processing

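Except for 5 alternatives chosen after seeing the data, which are named as such, all alternatives were planned. The fall of Bcat1 from 2 to 30 months in mouse kept its direction and stayed past the threshold under all alternatives that gave a value (log2 fold change −2.40 to −0.79) and without each mouse (−2.69 to −2.14). A mean RPKM of at least 1 removed mouse Bcat1 and gave no value. The fall of zebrafish bcat1 likewise kept its direction and side of the threshold, at 24 months (−2.62 to −0.87) and at 42 months (−2.60 to −0.86), with the ends set by fish of double weight only, chosen after seeing the data, and by limma on log2 RPKM with a pseudocount of 1. For 15 against 2 months, mouse Bcat1 passed the threshold with DESeq2 (−1.42), edgeR's exact test (−1.41), voom with quality weights (−1.75) and with the double-weighted library entered again (−1.43), which was chosen after seeing the data and counts 1 animal as 2.

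The numbers of called mouse genes moved most. DESeq2 gave 396 genes for 15 against 2 months, 2313 for 30 against 2 months, 802 for 30 against 15 months and 2577 over all pairs, with 169 genes of the study's list and 138 symbols that changed in the same direction in both species, in place of 66. Voom with quality weights gave 571, 2037, 332 and 2279 genes and 142 symbols, and for zebrafish 42 against 24 months 2174 genes. edgeR's exact test gave 251 for 15 against 2 months and 412 for 30 against 15 months. A mean RPKM of at least 1, which tests fewer genes, gave 42, 704, 31 and 712 genes and 70 of the study's list. Fitting only the 2 ages compared, which uses fewer animals, gave 456 for 30 against 2 months, 20 for 30 against 15 months, 516 over all pairs, 67 of the study's list and 18 symbols. The replicate number as a block gave 13, 265, 75 and 270 genes, 46 of the study's list, 5 of the conserved genes and 13 symbols. Animals of different ages with the same number were not alike (mean correlation −0.15 for 30 against 2 months, 0.04 for other pairs of animals), so the numbers pair no samples and the block only spends degrees of freedom. A fold change of at least 2 gave 606 mouse genes for 30 against 2 months, 648 over all pairs and 14 symbols. In zebrafish it gave 1067 genes for 24 against 5 months, 1025 for 42 against 5 months, 440 for 42 against 24 months, 1810 over all pairs, 660 of the study's list and 10 of the conserved genes, since it asks for more than the test does. Of the alternatives chosen after seeing the data, entering the double-weighted library again gave 206 genes for 15 against 2 months and 307 for 30 against 15 months. The hair follicle score as a covariate gave 255 for 15 against 2 months, 2197 for 30 against 2 months (1202 of the 1211 genes among them), 2268 over all pairs and 116 symbols. Group medians gave 73 mouse genes in falling courses, and 4 clusters gave 294 zebrafish genes in rising courses. Where no reason is given here, the cause was not tested.

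Leaving out each animal in turn gave 35 to 187 mouse genes for 15 against 2 months, 501 to 1253 for 30 against 2 months, 62 to 223 for 30 against 15 months and 537 to 1281 over all pairs. The lowest number for 30 against 2 months came without 2-month replicate 5, and that for 30 against 15 months without 30-month replicate 3. The study's list gave 69 to 119 mouse genes, the conserved genes 5 (without 30-month replicate 3) to 11, and the symbols 24 to 72. Bcat1 for 15 against 2 months lay between −1.72 and −1.27, and was called without 15-month replicate 4. Zebrafish genes for 42 against 24 months numbered 892 (without 42-month replicate 4) to 1676. The remaining counts stayed within 1.5 times their value without any 1 animal.

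Some single values changed sign. Prss53 was 0.13 with voom and quality weights. With library totals alone, the zebrafish list of branched-chain amino acid catabolism had a median of 0.00 (0.00202) and the BMAL1 phase list 0.0894. Neither list was past the threshold. Without single animals, the median of the mouse anagen hair follicle list ranged from −2.44 to 0.19, that of the mouse immediate early list from −0.27 to 0.18, and that of the zebrafish BMAL1 phase list reached 0.12 from −0.03.

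Depth limits the low counts. After thinning all mouse libraries to the smallest total, which was planned, 1087 genes were called for 30 against 2 months, of which 1035 were among the 1211 called without thinning, so that the deeper libraries of the 30-month mice do not account for most of these calls. Reading this as a test of depth was chosen after the result was seen. In zebrafish 24 and 42 months, 10 to 48 reads stood behind bcat1.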

Differences from the paper's values

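The paper's number of differentially expressed mouse genes is 339, and 1255 genes were called here. The paper's number covers genes with orthologs in all species and other tools, whereas all genes of the file were tested here. Of the 29 alternatives set before the data were examined, 1 gave a number within 1.5 times the paper's, the replicate number as a block (270 genes). The other 28 did not, with 516 to 2577 genes, and 516 lies just outside this limit.

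For zebrafish the paper's number is 1721 genes, and 5162 were called here. Of the 34 alternatives set before the data were examined, only a fold change of at least 2 gave a number within 1.5 times the paper's (1810 genes). The others did not, with 4549 to 6183 genes.

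The paper's 29 conserved genes all changed in the stated direction in mouse, and 8 were called here for 30 against 2 months. The numbers are not the same quantity, since the paper takes a difference between any 2 ages by DESeq and edgeR, or over the 3 ages by baySeq, together with the course of the gene, whereas 1 pair of ages was tested here. With that pair, 5 to 12 genes were called under the 29 alternatives set before the data were examined. Genes not called here were called under some of them. DESeq2 called Clmn, Eln, Gabarapl1 and Mylk2, edgeR's exact test Clmn, Eln and Gabarapl1, voom with quality weights Abcc2, Eln, Gabarapl1 and Scd3, limma on log2 RPKM with a pseudocount of 0.1 Abcc2, and fitting only the 2 ages compared Abcc2. Leaving out 1 mouse called Srm (without 15-month replicate 4), Eln (without 2-month replicate 3), Gabarapl1, Ovgp1 and Zranb1 (without 30-month replicate 2) or Gabarapl1 (without 30-month replicate 4). Of the alternatives chosen after seeing the values, the hair follicle score as a covariate called Abcc2, Casp4, Eln and Gcat, and entering the double-weighted library again called Gabarapl1. Acta1, Actc1, Ccnb1, Gyg, Lmnb1, Nme1, Plk1, Prss53, Slc6a4 and Tagln3 were called under none.

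In zebrafish, tagln3b was called by DESeq2, edgeR's exact test, voom with quality weights, limma on log2 RPKM with either pseudocount, fitting only the 2 ages compared, and without 5-month replicate 4 or 42-month replicate 2. It was also called under 2 of the alternatives chosen after seeing the values, the fish of double weight only and the double-weighted fish entered again. Zebrafish foxp2 was called under none.

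The paper describes an equal number of rising and falling courses, 2 of each. Here 2 courses rose and 3 fell by the limit of 1 z-score unit, 1 of the latter by −1.09 only. The legend of Supplementary Fig. 1 describes its panels a and c as rising and d and f as falling. Its panels b and e are described as up or down only intermittently. The course with −1.09 (250 zebrafish and 7 mouse genes) was lowest at the middle age, which the wording for panel e may cover. It counts as falling here by the limit alone. In the study's gene tables, which hold 6 blocks, each in alphabetical order, the group means of blocks 1 and 3 fall (−1.77 and −1.73 z-score units in mouse) and those of blocks 4 and 6 rise (1.81 in both).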

Other observations

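The tests on the shuffled symbols, on the hair-cycle stage behind the falling conserved genes, on the extracellular matrix, on the study's group means, on the 5-month fish and on the common divisors were chosen after the results were seen. The tests on clock and hair follicle lists and the splits of the animals, except that of the 5-month fish, were planned.

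The animals of each pair of ages were split again into groups of the same sizes, 100 splits per pair with the real one among them. In mouse, 1 of 100 splits, the real one, gave as many genes for 30 against 2 months (1211, at most 15 in the others) and 1 of 100 for 30 against 15 months (189, at most 5). In zebrafish it was 1 of 100 for each pair, with at most 833 genes in the others for 24 against 5 months, 461 for 42 against 5 months and 123 for 42 against 24 months. For the 66 symbols that changed in the same direction in both species (24 rising, 42 falling, besides 24 in opposite directions) it was also 1 of 100, but the other splits gave 0 symbols, since they call few mouse genes, so this count says nothing on agreement between the species. Of the 5323 shared symbols, 311 were called in mouse and 1390 in zebrafish. After shuffling the zebrafish results among the symbols, the mean number called in both was 81.2, against 90 here (13.3% of 10000 shuffles gave as many), and the mean number in the same direction 40.6, against 66 (0.03% gave as many). Shuffling treats genes as independent although genes of one process move together, so agreement between the species and unrelated gene sets that share symbols by coincidence cannot be told apart. For 15 against 2 months in mouse, 5 of 100 splits gave at least the 87 genes of the real one, so that this number is not larger than other groupings of the same mice can give. The largest of the 4 others called 4269 genes. In the 4 splits the groups differed in hair follicle score by −4.68, 5.84, −4.99 and −4.10 on the log2 scale, against 1.74 in the real one, and no split that follows a sequencing batch is known.

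The hair-cycle stage of the animals may be a source of variation in mouse skin. Within the 5 mice of 2 months the score of 23 anagen hair follicle genes differed 884-fold between the highest and the lowest, and 54.6-fold and 142.5-fold at 15 and 30 months. Between 2 and 30 months the median of this list was −1.16 (camera adjusted p = 0.174) with voom and −2.54 with edgeR, and it became positive without any 1 of 3 mice, 2-month replicates 3 and 5 and 30-month replicate 3. All 23 genes are expressed in the skin of 2-month mice, and 4 are in the study's list. Of all 16706 genes tested, 11.3% followed the score within ages with r above 0.8, and of the genes called for 30 against 2 months 2.08% of the 529 falling and 0 of the 682 rising did. Since the test weighs a change against the spread within ages, genes that follow the score are seldom called, and these low shares do not count against a part of the hair cycle. Of the 16 falling conserved genes, 7 followed the score within ages with r above 0.8, and for 9 of the 16 relations the adjusted permutation p was under 0.05. For Prss53 r was 0.965 (Spearman's rho 0.925, permutation p = 2.00e-05, and r 0.945 without the 2 mice farthest from the median score). Acta1 and Eln moved against the score (−0.694 and −0.630). With the score as a covariate, chosen after seeing the data, 11 of the 29 conserved genes were called. Fbxo32 lost its call (1.86, adjusted p = 0.0779, edgeR), Abcc2, Casp4, Eln and Gcat gained one, and Ccnb1, Lmnb1, Nme1, Plk1, Prss53 and Tagln3 were called neither with the score nor without it. Hair-cycle stage and age may both change the skin of these mice, and the stage was not recorded in the labels.

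Clock genes rose with age in mouse skin. The 10 genes of the PER and DBP phase had a median log2 fold change of 1.30, all higher at 30 months, and 7 of them are in the study's list. Animals of different ages sampled at different clock phases may explain this, since the 5 genes of the opposite BMAL1 phase all fell, with a median of −0.40. That fall passed the threshold with fry (adjusted p = 0.0408) but not with camera (0.0571, 0.306 with an estimated correlation). Within ages the 2 lists moved together (r 0.659), not in opposite directions, which a difference of phase between single animals would not give. The paper names a light cycle of 12 h for the mice, and the hour of sampling is not in the labels, and a change of the clock with age was not tested.

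For the fall of Bcat1, a lower output of extracellular matrix in old skin was considered. Within ages Bcat1 and the score of 20 extracellular matrix genes had a Pearson r of 0.478 (permutation p = 0.0967, adjusted 0.264 over 8 relations) and a Spearman rho of 0.575 (permutation p = 0.0340), with r 0.543 without the 2 mice farthest from the median score. This relation may or may not hold, and 15 mice are too few to decide, so the effects of age and of matrix output on Bcat1 cannot be told apart. Bcat1 also moved against the hair follicle score (r −0.521, permutation p = 0.0496, rho −0.482, r −0.477 without such 2 mice) and the cell cycle score (r −0.479, permutation p = 0.0991, rho −0.425, r −0.267 without such 2 mice), both with an adjusted p of 0.264. In zebrafish, bcat1 and the extracellular matrix score had a Pearson r of 0.151 (permutation p = 0.558, rho 0.168, n = 20). Without the 2 fish farthest from the median score r was −0.131, so no such relation was seen there. None of the 8 relations between Bcat1 and list scores in the 2 species passed an adjusted p of 0.05.

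For the remaining lists, medians are of voom log2 fold changes for 30 against 2 months and adjusted p values are those of camera. In mouse, rises were found for adipocyte genes (0.89, 3.83e-04), B cell genes (4.12, 1.73e-09), branched-chain amino acid catabolism (0.31, 6.46e-04, with Bcat1 among the 4 of 25 genes that fell), macrophage and leukocyte genes (0.38, 0.0197), skeletal muscle genes (0.59, 0.0178) and the liver list (5.42, 5.02e-32). The extracellular matrix list fell (−1.48, 2.14e-12), as did cell cycle genes (−0.87, 7.60e-04). The PER and DBP phase had an adjusted p of 1.07e-11. The glucocorticoid list (0.62, 0.0675), the immediate early list (−0.05, 0.933) and the kidney list (−0.36, 0.933) did not pass. For immediate early genes the mean was 0.06 and the test pointed up, and for kidney genes the mean was 0.01, so that their direction is not defined. Under fry, the calls of adipocyte, B cell, PER and DBP phase, extracellular matrix and liver lists held, and with an estimated correlation only those of the PER and DBP phase and the liver list.

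In zebrafish at 42 against 5 months, cell cycle genes (median −1.26, camera adjusted p = 2.75e-10), extracellular matrix genes (−1.69, 9.04e-14), immediate early genes (−0.96, 0.0104) and skeletal muscle genes (−0.63, 0.00953) fell. Branched-chain amino acid catabolism (−0.12, 0.114), heat shock (−0.52, 0.0562) and the clock lists (PER and DBP phase 0.22, 0.336, BMAL1 phase −0.03, 0.996) did not pass. The BMAL1 phase list had a mean of 0.01. Fry held the first 3 calls and an estimated correlation only that of the extracellular matrix. With library totals alone, branched-chain amino acid catabolism and the BMAL1 phase list changed sign, and the median of all genes shifted from 0.00 to 0.11. The paper's statement that the degradation of branched-chain amino acids is downregulated concerns C. elegans, which was not analysed here.

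The group means in the study's tables may come from some libraries entered double. With equal weights, 54 of 1721 zebrafish means at 5 months and 45 of 339 mouse means at 15 months matched within 0.01 RPKM. With zebrafish 5-month replicates 6 to 9 and mouse 15-month replicate 6 at double weight, all 1721 and all 339 matched. The other ages matched with equal weights. The paper's text names no such weights, and whether these animals were sequenced again was not tested. The 4 fish of double weight and the 5 of single weight differed in 48 of 11925 genes (40 higher and 8 lower in fish of double weight), and 1 of 100 splits, the real one, gave as many (at most 30 in the others). Different clock phases at sampling may be the reason. The PER and DBP phase list had a median of 0.0331, with 6 genes rising and 5 falling, and the BMAL1 phase list of −0.67 (camera adjusted p = 5.09e-04, fry 0.0451, 0.405 with an estimated correlation). Cell cycle genes (0.78, camera adjusted p = 4.23e-04), immediate early genes (−0.65, 0.00227), skeletal muscle genes (−0.42, 0.00639) and extracellular matrix genes (−0.37, 0.00999) passed with camera as well, though with neither fry nor an estimated correlation. Since the 2 clock lists gave no common answer, a difference of clock phase and another difference between the sets cannot be told apart. For 24 against 5 months, 3196 genes were called with the fish of single weight alone and 2413 with those of double weight alone, 1634 of them in the same direction with both, and for 42 against 5 months 2505, 2155 and 1301. Both sets were compared with the same older fish, so agreement is expected even without an effect of age, and these numbers do not test it.

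Counts that share a common divisor (8.35% of mouse genes, with 19.5% of the counts) may come from reads added once per annotated transcript. For 78.9% of such genes with a known number the divisor equalled the number of RefSeq transcripts, against at most 54.1% over 10000 permutations. A divisor above 1 was found for 0.112% of genes with 1 transcript and for 25.9% of those with 2 to 3. The transcript numbers come from an annotation that may not be the authors'. The counts of mouse Bcat1 (99 and 313 among them) share no divisor above 1, so dividing left them as they were. With counts divided by their divisor, chosen after seeing the data, Bcat1 fell by 2.32 on the log2 scale for 30 against 2 months. This value therefore does not test how Bcat1 itself was counted.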
